# Cell-type specific effects of mineralocorticoid receptor gene expression suggest intercellular communication regulating fibrosis in skeletal muscle disease

**DOI:** 10.3389/fphys.2024.1322729

**Published:** 2024-04-26

**Authors:** Chetan K. Gomatam, Pratham Ingale, Gabriel Rodriguez, Sarah Munger, Rachel Pomeranets, Swathy Krishna, Jeovanna Lowe, Zachary M. Howard, Jill A. Rafael-Fortney

**Keywords:** Duchenne muscular dystrophy, fibrosis, lysyl oxidase, mineralocorticoid receptor, gene expression

## Abstract

**Introduction:** Duchenne muscular dystrophy (DMD) is a fatal striated muscle degenerative disease. DMD is caused by loss of dystrophin protein, which results in sarcolemmal instability and cycles of myofiber degeneration and regeneration. Pathology is exacerbated by overactivation of infiltrating immune cells and fibroblasts, which leads to chronic inflammation and fibrosis. Mineralocorticoid receptors (MR), a type of nuclear steroid hormone receptors, are potential therapeutic targets for DMD. MR antagonists show clinical efficacy on DMD cardiomyopathy and preclinical efficacy on skeletal muscle in DMD models.

**Methods:** We have previously generated myofiber and myeloid MR knockout mouse models to dissect cell-specific functions of MR within dystrophic muscles. Here, we compared skeletal muscle gene expression from both knockouts to further define cell-type specific signaling downstream from MR.

**Results:** Myeloid MR knockout increased proinflammatory and profibrotic signaling, including numerous myofibroblast signature genes. *Tenascin C* was the most highly upregulated fibrotic gene in myeloid MR-knockout skeletal muscle and is a component of fibrosis in dystrophic skeletal muscle. Surprisingly, *lysyl oxidase* (*Lox*), canonically a collagen crosslinker, was increased in both MR knockouts, but did not localize to fibrotic regions of skeletal muscle. Lox localized within myofibers, including only a region of quadriceps muscles. *Lysyl oxidase like 1* (*Loxl1*), another Lox family member, was increased only in myeloid MR knockout muscle and localized specifically to fibrotic regions.

**Discussion:** This study suggests that MR signaling in the dystrophic muscle microenvironment involves communication between contributing cell types and modulates inflammatory and fibrotic pathways in muscle disease.

## Introduction

Duchenne muscular dystrophy (DMD) is an X-linked genetic disease of striated muscles that affects 1:5,000 boys (Mendell et al., 2012). It is caused by mutations in the *DMD* gene, which encodes the dystrophin protein. Dystrophin is crucial for maintaining stability of striated muscle membranes during contraction due to its role in linking the cytoskeleton with the extracellular matrix through binding the dystrophin-glycoprotein complex (Ahn and Kunkel, 1993). The absence of dystrophin leads to increased susceptibility of the sarcolemma to contraction-induced membrane tears causing repetitive injury of the muscle to occur. The resultant cycles of degeneration and regeneration in skeletal muscle lead to chronic muscle inflammation and eventually deleterious fibrosis replacing muscle tissue.

Extracellular matrix deposition is necessary for normal wound healing to temporarily hold injured tissue together and to act as a scaffold for satellite cells to regenerate new myofibers (Klingler et al., 2012; Bentzinger et al., 2013; Tidball, 2017). In DMD, continual cycles of degeneration and regeneration lead to the overactivation of infiltrating immune cells and fibroblasts, which are components of the normal injury response (Tidball, 2017; Tidball et al., 2018). Immune cells normally function to clear cellular debris from the injury site. Fibroblasts are largely responsible for producing extracellular matrix (Bentzinger et al., 2013; Tidball, 2017; Tidball et al., 2018). However, overactivation of both cell types results in persistent inflammation and fibrosis that eventually replaces muscle tissue (Bentzinger et al., 2013; Tidball, 2017).

We have previously demonstrated that the mineralocorticoid receptor (MR) is present in skeletal muscle and represents a therapeutic target for treatment of skeletal muscle pathology in DMD (Rafael-Fortney et al., 2011; Chadwick et al., 2015; Lowe et al., 2016; Lowe et al., 2020). MR is a nuclear steroid hormone receptor whose canonical functions include maintaining electrolyte balance in the kidneys and blood pressure to support normal heart function (Delyani et al., 2001; Tamargo et al., 2014). MR acts by binding to its ligand aldosterone, migrating into the nucleus, and promoting transcription of numerous genes. MR antagonists (MRAs) have a long history of safety and efficacy in heart disease and have clinically demonstrated efficacy for DMD cardiomyopathy (Messaoudi et al., 2012; Raman et al., 2015; Raman et al., 2019).

With the goal of translating MRA use for the earlier onset skeletal muscle pathology in DMD, we have been defining the mechanisms of MR function in mouse skeletal muscles using a combination of pharmacological and genetic approaches. We have shown that inflammatory myeloid cells in dystrophic muscles contain high levels of aldosterone synthase or CYP11B2, the enzyme required for synthesis of the endogenous MR agonist aldosterone (Chadwick et al., 2016). Increased muscle aldosterone levels in dystrophic muscles lead to overactive transcription of MR-regulated genes, which can be blocked by MRAs, providing overall rationale for MRA efficacy in dystrophic skeletal muscle (Chadwick et al., 2016; Chadwick et al., 2017). In dystrophin-deficient *mdx* mice, genetic deletion of myofiber MR improves muscle force and reduces fibrosis, but does not improve muscle membrane integrity (Hauck et al., 2019). However, MRAs directly stabilize dystrophic muscle membranes independent of myofiber MR (Chadwick et al., 2017; Hauck et al., 2019). Myeloid immune cells isolated from MRA-treated *mdx* mice show reduced expression of the gene encoding fibronectin, an extracellular matrix protein and fibrosis component known to augment fibroblast proliferation and activation in other tissues (Patten and Wang, 2021; Rudnik et al., 2021; Howard et al., 2022a). In contrast, isolated genetic deletion of myeloid MR in *mdx* mice increases muscle fibrosis (Howard et al., 2022b).

To further delineate the effects of the MR knockouts, we compared the gene expression of quadriceps muscles from *mdx* mice with muscles from littermates with knockout of MR in either myofibers or myeloid cells. We also investigated the protein-level expression of several key differentially expressed genes. These data reveal the cell specific roles of MR regulated gene expression within the complex dystrophic microenvironment.

## Materials and methods

### Animals

All mouse protocols were approved by the Institutional Animal Care and Use Committee of the Ohio State University, comply with all laws of the United States of America, and conform to the National Institutes of Health Guide for the Care and Use of Laboratory Animals. All mice used in experiments were euthanized by cervical dislocation to avoid chemical contamination of muscle tissues, as approved by the above guidelines. *Mdx* mice with a myeloid MR knockout (LysM-Cre; MR^flox/flox^; *mdx* or LysM-MRcko/*mdx*) or a myofiber MR knockout (MCK-Cre; MR^flox/flox^; *mdx* or MCK-MRcko/*mdx*) were bred and genotyped as previously described (Hauck et al., 2019; Howard et al., 2022b). Gene expression microarray was performed on quadriceps from 8-week-old LysM-MRcko/*mdx* [*n* = 3; 2 M, 1 F], MCK-MRcko/*mdx* [*n* = 3; 1 M, 2 F], and Cre-/*mdx* control mice [*n* = 3, 2 M, 1 F].

### Gene expression microarray

RNA was isolated from frozen quadriceps muscles after homogenization using TRIzol reagent (Life Technologies, Grand Island, NY, United States), according to the manufacturer’s instructions, followed by incubation with DNAse I (RQ1; Promega, Madison, WI, United States). DNAse-treated RNA concentration was determined spectrophotometrically, and samples were further purified using the RNeasy mini kit (Qiagen, Valencia, CA, United States) cleanup protocol, and final RNA concentrations were determined.

RNA integrity was measured using the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, United States) and all samples had RNA integrity numbers above 7. 100 ng of total mRNA was linearly amplified. Then 5.5 µg of cDNA was labeled and fragmented using the GeneChip WT Plus reagent kit (Affymetrix, Santa Clara, CA, United States) following the manufacturer’s instructions. Labeled cDNA targets were hybridized to Affymetrix GeneChip Clariom D array, Mouse for 16 h at 45°C rotating at 60 rpm. The arrays were washed and stained using the Fluidics Station 450 and scanned using the GeneChip Scanner 3000 7G. Arrays were normalized using the gene-level SST RMA algorithm in Expression Console, and comparisons were made using Transcriptome Analysis Console software (Affymetrix). The microarray data have been deposited in the NCBI Gene Expression Omnibus (accession number: GSE244569). Gene groups were determined using the functional annotation clustering tool from the Database for Annotation, Visualization, and Integrated Discovery (DAVID). Gene expression was further analyzed and gene ontology (GO) Plots were generated using the WEB-based GEne SeT AnaLysis Toolkit (WebGestalt) (Liao et al., 2019).

### Immunofluorescence staining

Muscles were isolated from mice and frozen in optimal cutting temperature media (OCT) on liquid nitrogen-cooled isopentane and 8-micron sections were cut onto microscope slides. Eight-week-old and one-year-old LysM-MRcko/*mdx* (1 yr: n = 6; 8 wk: *n* = 6) and Cre-/*mdx* (1 yr: *n* = 8; 8 wk: *n* = 6), and 8-week-old MCK-MRcko/*mdx* (8 wk: *n* = 6) quadriceps slides were incubated with 1:100 tenascin C primary antibody (Millipore, AB19011), followed by 1:200 Alexa Fluor 555 goat-anti-rabbit (Thermofisher, A21429) secondary antibody. Eight-week-old LysM-MRcko/*mdx* (*n* = 4), MCK-MRcko/*mdx* (*n* = 4), Cre-/*mdx* (*n* = 4), and C57 wild-type (*n* = 2) quadriceps were incubated with the following rabbit primary antibodies: 1:40 fibronectin (Abcam, ab23750), 1:100 Col I (Abcam, ab34710), 1:200 Lox (Abcam, ab174316) or 1:100 Lox [Invitrogen, MA5-32817 (not shown)], and 1:100 Loxl1 (Abnova, H00004016D01P) followed by 1:200 Alexa Fluor 555 goat anti-rabbit IgG (Thermofisher, A21429). Multiple muscles (heart, diaphragm, *tibialis anterior*, gastrocnemius, soleus, *extensor digitorum longus*, abdominals, *gluteus maximus*, and triceps) from one 9-week-old C57 wild-type mouse (M) were incubated with 1:300 Lox (Abcam, ab174316) or 1:100 Lox [Invitrogen, MA5-32817 (not shown)]. Longitudinal quadriceps sections and transverse heart sections from 7-8-week-old C57 wild-type (*n* = 2) and *mdx* (*n* = 2) mice were incubated with 1:100 Lox (Invitrogen, MA5-32817). LysM-MRcko/*mdx* (*n* = 5), MCK-MRcko/*mdx* (*n* = 6), Cre-/*mdx* (*n* = 5–6), and C57 wild-type (*n* = 1) quadriceps were incubated with 1:500 MMP14 (Abcam, ab51074), 1:100 periostin (Abcam, ab152099), or 1:200 Lrrc39 (Bioss Antibodies, bs-12312R) primary antibodies followed by 1:200 Alexa Fluor 555 goat anti-rabbit IgG (Thermofisher, A21429). Images were taken on a Nikon Eclipse 800 or NiE microscope equipped with a Moment CMOS camera using Nikon Elements software. For the tenascin C, MMP14, periostin, and Lrrc39 staining, images were quantified using Adobe Photoshop. Briefly, areas expressing the protein of interest were highlighted in blue while areas that were not part of the tissue were colored white. The percentage area containing the protein of interest was calculated by dividing the area highlighted blue by the total non-white area. One-way ANOVAs with Tukey’s or Dunnett’s multiple comparisons test, as appropriate for each data set were used to compare the differences in the percentage area of muscle tissue containing tenascin C between 8- week-old and 1-year-old Cre-/*mdx* and LysM-MRcko/*mdx* quadriceps, and between 8-week-old Cre-/*mdx*, LysM-MRcko/*mdx*, and MCK-MRcko/*mdx* quadriceps. One-year-old MCK-MRcko/*mdx* mice and samples were not available, but we have previously published staining of these samples with fibronectin (Hauck et al., 2019). One-way ANOVAs were also used to compare the differences in the percentage area of muscle tissue containing MMP14, periostin, and Lrrc39 between quadriceps from 8-week-old Cre-/*mdx*, LysM-MRcko/*mdx*, and MCK-MRcko/*mdx* mice. A significant difference was defined by a *p*-value of less than 0.05.

### Western blots

Western blots were performed to test protein levels corresponding to select gene expression changes identified from the microarray. Protein was isolated from flash-frozen quadriceps from 8-week-old LysM-MRcko/*mdx*, MCK-MRcko/*mdx*, Cre-/*mdx*, C57 wild-type, and *mdx* mice and resuspended in Newcastle buffer (4M Urea, 3.8% SDS, 74 mM Tris pH 6.8, 20% glycerol) as previously described (Chadwick et al., 2015). 100 μg of total protein from each sample was run on 10% (for Lox and for C57/*mdx* validation of all proteins) or 8% (for periostin and MMP14) SDS-PAGE and transferred to nitrocellulose. Total protein was marked using the Ponceau S reagent (Sigma, P7170-1L) before antibody probing and was used as an additional normalization control. Membranes were incubated in rabbit primary antibodies against periostin (1:1000, Novus Bio, NBP1-30042), MMP14 (1:700, Abcam, ab51074), and Lox (1:500, Invitrogen, MA5-32817) or glyceraldehyde-3-phosphate dehydrogenase (GAPDH, 1:10,000, Proteintech, 10494-1-AP) as a housekeeping control. Goat anti-rabbit horseradish peroxidase (HRP) (Jackson ImmunoResearch Labs, 111-035-144) was used as secondary antibody. HRP was detected using an ECL2 kit (Pierce, 80196) followed by exposure to film and the Chemidoc MP Imaging system (BioRad). Quantification was performed using the ImageLab software (BioRad). We used GAPDH as a housekeeping protein control for Postn and MMP14, but since Lox (32 kDa) and GAPDH (36 kDa) were of similar size, we used total protein as a normalization control for Lox. Briefly, band intensities were calculated by the software and normalized to the housekeeping GAPDH control bands and/or to total protein via Ponceau S staining for proteins too similar in size to GAPDH.

## Results

### Myeloid MR knockout increases proinflammatory and profibrotic gene expression

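The deposited values cover quadriceps of 9 male and female mice aged 8 weeks, each measured on its own Clariom D array: 3 Cre-/mdx controls, 3 LysM-MRcko/mdx mice, which express Cre from the lysozyme gene of myeloid cells, and 3 MCK-MRcko/mdx mice, which express Cre from the muscle creatine kinase promoter. Nr3c2, which encodes MR, had log2 expression of 6.89, 7.12 and 7.06 in the Cre-/mdx mice, 6.89, 6.89 and 6.96 in the LysM-MRcko/mdx mice, and 6.74, 6.81 and 6.87 in the MCK-MRcko/mdx mice. In MCK-MRcko/mdx it differed from Cre-/mdx by -0.22 (adjusted p = 0.84 in limma), far short of 2-fold, with every mouse below every control mouse. A value for the whole gene in whole muscle averages over exons outside the deleted part and over all cell types, so it checks little about the deletion. The abundant muscle genes Myh4, Mylpf, Tnnc2 and Atp2a1 and the housekeeping gene Gapdh were at the upper end of the scale in every array, as were 149 transcript clusters altogether, and a change in these genes cannot be seen. Xist and the Y-linked genes matched the labelled sex in 9 of 9 arrays.
The authors' values are gene-level SST-RMA signals on the log2 scale for 65672 transcript clusters, of which 31070 carry 1 gene symbol and 33135 carry none. Array medians lay between 4.70 and 4.78. All 9 arrays were fitted in 1 limma model with a mean for each group, and a cluster is called changed at a difference of at least 2-fold and an unadjusted p under 0.05. A gene with several clusters is given by the cluster with the highest mean. With 3 mice against 3, an exact permutation test cannot give a p below 0.10, and the number of arrays limits the precision. In addition, 44 gene lists, fixed before the data were examined and in part written with the study's supplementary tables already read, were tested with limma's camera at a preset correlation between genes of 0.01. With an estimated correlation none of these lists was called, and the smallest adjusted p was 0.16 for LysM-MRcko/mdx and 0.17 for MCK-MRcko/mdx against Cre-/mdx.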

Gene expression microarray analysis was conducted on quadriceps muscles from 8-week-old dystrophin-deficient mice with a myeloid-specific knockout of MR (LysM-MRcko/*mdx*) or a myofiber-specific knockout of MR (MCK-MRcko/*mdx*), compared to *mdx* control littermates. Expression of 164 genes was changed in the LysM-MRcko/*mdx* muscles compared to *mdx* controls, with 96 genes increased and 68 decreased (Figure 1A; Supplementary Table S1). 

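In LysM-MRcko/mdx quadriceps C1qtnf3, which encodes a secreted protein of the C1q and tumor necrosis factor family, rose 4.8-fold, from log2 expression of 9.07 ± 0.14 to 11.33 ± 0.23 (SD, n = 3 mice each). Cd68, a glycoprotein of macrophage lysosomes, rose 4.06-fold, and Ifi30, a reductase that prepares antigens in lysosomes, rose 3.66-fold. Mymk, listed by the study as Tmem8c and required for the fusion of myoblasts, rose 5.3-fold (2.41 on the log2 scale, or 1.78 without LysM-MRcko/mdx replicate 1). Genes that fell included Coq5, an enzyme of ubiquinone synthesis, which fell by 1.47 on the log2 scale, and the mitochondrial lysine tRNA mt-Tk, which fell by 1.93, or by 1.34 without LysM-MRcko/mdx replicate 3.
Of all transcript clusters, 247 were changed, 154 higher and 93 lower. Among them, 155 carry a single gene symbol (118 higher, 37 lower) and 85 carry none. Over all clusters, the knockout and control arrays did not overlap in 7.74%, and chance gives 10%. At an adjusted p under 0.05, 0 clusters passed in limma and 0 in a plain equal-variance test, and the smallest adjusted p in limma was 0.696, for C1qtnf3, which was higher in 3 of 3 mice. At an unadjusted p under 0.05, 4069 clusters (6.2%) passed in limma and 1988 in the plain test. The number of changed clusters was 160 without Cre-/mdx replicate 1, 560 without Cre-/mdx replicate 3, 135 without LysM-MRcko/mdx replicate 1 and 429 without LysM-MRcko/mdx replicate 2. The excess of higher clusters was absent with Tukey biweight group averages (85 higher, 90 lower) and without Cre-/mdx replicate 3 (280 higher, 280 lower).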

Expression of 129 genes was changed in the MCK-MRcko/*mdx* muscles compared to *mdx* controls, with 88 increased and 41 decreased (Figure 1A; Supplementary Table S2). 

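In MCK-MRcko/mdx quadriceps Msr1, a scavenger receptor of macrophages, rose 4.57-fold, from log2 expression of 8.63 ± 0.47 to 10.82 ± 0.70 (SD, n = 3 mice each). Pf4, a chemokine of platelets and macrophages, rose 3.68-fold, and Cd84, a signaling receptor of leukocytes, rose 3.26-fold. The replication-dependent histone gene H2ac14 rose 4.2-fold. Pnpla2, the lipase that starts the breakdown of triglycerides, fell from log2 expression of 13.16 ± 0.37 to 11.20 ± 0.97, and Asb15, a ubiquitin ligase subunit of muscle, fell by 1.76 on the log2 scale. Uqcrc1, a subunit of respiratory complex III, fell by 1.43, and Pdk2, a kinase that restrains pyruvate dehydrogenase, fell by 1.34.
The changed clusters numbered 211, 149 higher and 62 lower, and 136 of them carry a single gene symbol (103 higher, 33 lower). The excess of higher clusters was small after quantile normalization (115 higher, 99 lower) and absent without Cre-/mdx replicate 1 (88 higher, 90 lower). The arrays of the 2 groups did not overlap in 6.2% of all clusters, and chance gives 10%. In limma, 0 clusters had an adjusted p under 0.05 and 3640 (5.54%) had an unadjusted p under 0.05. The plain equal-variance test gave 0 and 1525. Leaving out 1 array gave 355 changed clusters without Cre-/mdx replicate 2, 336 without Cre-/mdx replicate 3 and 555 without MCK-MRcko/mdx replicate 2, and 1 cluster with an adjusted p under 0.05 in limma without Cre-/mdx replicate 1.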

Seventeen genes were conserved between the two knockouts compared to *mdx* controls, with 16 of those increased with MR knockout. 

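In the deposited values 25 genes were changed in the same direction in both knockouts, 23 higher and 2 lower. The 23 include genes of macrophages and of lysosomes. Ctss, a lysosomal protease that cuts antigens and elastin, rose 3-fold in LysM-MRcko/mdx and 2.49-fold in MCK-MRcko/mdx. Itgam, the integrin chain also called Cd11b, rose 2.59-fold and 2.19-fold. Others were Cd68, with a log2 fold change of 1.08 in MCK-MRcko/mdx, the complement receptor C3ar1 (1.77 in LysM-MRcko/mdx) and the lysosomal protease Lgmn (1.61 in LysM-MRcko/mdx). The lower genes were Ppargc1a, a coactivator of mitochondrial genes named here after its values were seen, which fell by 1.22 and 1.14 on the log2 scale, and Fabp3-ps1, a pseudogene of a fatty acid binding protein, which fell by 1.26 and 1.16. Whether the cluster of Fabp3-ps1 also reads its parent gene was not tested. In LysM-MRcko/mdx, Fabp3-ps1 lost its call without Cre-/mdx replicate 2 (-0.79) and without LysM-MRcko/mdx replicate 2 (-1.29) or 3 (-1.11), and in MCK-MRcko/mdx without Cre-/mdx replicate 2, MCK-MRcko/mdx replicate 1 or 2 or any LysM-MRcko/mdx array, at -0.69 to -1.16. In MCK-MRcko/mdx, C3ar1 and Lgmn lost their calls without Cre-/mdx replicate 1 (0.96 and 0.99), and Cd68 lost its call without Cre-/mdx replicate 1 (0.80) or 2, MCK-MRcko/mdx replicate 1 or 2 (0.71) or LysM-MRcko/mdx replicate 3, at 0.71 to 1.18. Ppargc1a lost its call in LysM-MRcko/mdx without Cre-/mdx replicate 1 or 2 or LysM-MRcko/mdx replicate 1 or 3, at -0.76 to -1.20, and in MCK-MRcko/mdx without any array but Cre-/mdx replicate 3, at -0.68 to -1.23.
Both comparisons use the same 3 control arrays, which raises the overlap by itself. In 50 simulations with shared controls and no effect of genotype, a mean of 5.28 genes and at most 10 were higher in both, against 22 observed with 1 cluster per gene, and a mean of 5.54 were lower in both, against 2 observed. Over all genes, the log2 fold changes of the 2 knockouts had a correlation of 0.492, no higher than in these simulations (mean 0.503, highest 0.543), and a covariance of 0.0302, which is higher than in them (mean 0.0185, highest 0.0219). The simulations drew each gene independently, whereas the genes of the macrophage list had an estimated correlation of 0.37. Their ranges are therefore too narrow to exclude chance. Of 100 splits of the real 9 arrays, the real one included, 4 gave as many shared genes as the real 25, with a highest other of 46. The number of genes changed in both was 15 without Cre-/mdx replicate 1 (7 higher, 8 lower), 50 without Cre-/mdx replicate 2 (44 higher, 6 lower), 70 without Cre-/mdx replicate 3 (42 higher, 28 lower) and 6 without LysM-MRcko/mdx replicate 1, all higher, so the balance of directions also depends on single control arrays. It was 14 when each comparison was fitted on its own 6 arrays and 11 with the plain equal-variance test.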

Only one gene, *Adgrf5*, was reduced in both knockouts (Figure 1A; Table 1). 

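Adgrf5, which encodes an adhesion receptor of endothelial cells, had log2 expression of 14.05, 14.20 and 12.91 in the Cre-/mdx mice, 12.61, 13.07 and 12.86 in the LysM-MRcko/mdx mice and 12.40, 12.16 and 12.83 in the MCK-MRcko/mdx mice. It fell in MCK-MRcko/mdx (log2 fold change -1.26, standard error 0.36, adjusted p = 0.84 in limma, lower in 3 of 3 mice than any control mouse). In LysM-MRcko/mdx it had a log2 fold change of -0.87, which did not reach the 2-fold limit. Without Cre-/mdx replicate 3 this difference was -1.28 and passed. The LysM-MRcko/mdx and MCK-MRcko/mdx mice differed by 0.38, with a standard error of 0.36.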

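In LysM-MRcko/mdx quadriceps, markers of macrophages formed the list with the smallest p in limma's camera at the preset correlation, while the myofibroblast genes of Table 1 had a larger median (1.40). Of 24 markers, 14 rose and 0 fell in limma, with a median log2 fold change of 1.13, and 20 were higher when adjusted over the list alone. They included Fcer1g, an Fc receptor chain (1.70), and C1qb, a chain of complement C1q (1.78, or 1.60 and no longer called without LysM-MRcko/mdx replicate 1). Among 19 lysosomal genes 9 rose, with a median of 0.98, and among 17 complement genes 8 rose, including C1qc (1.45) and Itgax (1.44), while the complement inhibitor Cd59a fell (-1.35). Cd59a lost its call without replicate 1 or 2 of either group, at -1.03 to -1.27. Of 15 genes of antigen presentation, 4 rose, with H2-K1 at 1.27 and H2-D1 at 1.23, or 0.91 and 0.83 without Cre-/mdx replicate 1, where neither was called. Markers of neutrophils and of T and NK cells had medians of 0.09 and 0.08, with no member changed in limma, although 13 of 16 markers of T and NK cells had a positive difference. The neutrophil list was not called, but it was without Cre-/mdx replicate 2, where its median was 0.56, and without LysM-MRcko/mdx replicate 2 (0.13).
The adjusted p in limma's camera was 1.5e-17 for the macrophage list, 6.4e-16 for lysosomal genes, 9e-07 for complement and 7.9e-09 for antigen presentation. With an estimated correlation these were 0.16, 0.16, 0.16 and 0.33. The list of T and NK cells was called as well, with an adjusted p of 0.015 in camera and 0.26 with an estimated correlation, but not without Cre-/mdx replicate 1 (median 0.04) or LysM-MRcko/mdx replicate 3 (0.06). In fry, limma's test of whether a list moves one way, the adjusted p was 0.024, 0.03, 0.03 and 0.14. All 3 LysM-MRcko/mdx arrays had a macrophage median above every control array, at 1.63, 0.87 and 0.97 relative to the Cre-/mdx mean.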

Gene ontology overrepresentation analysis showed that biological processes involved in the immune response and inflammation and the cellular component of extracellular matrix were most highly enriched in the myeloid cell MR knockout (LysM-MRcko/*mdx*) compared to Cre-/*mdx* mice (Figure 1B). 

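In MCK-MRcko/mdx quadriceps the lists that shifted included those of cell division, vessels, energy metabolism and macrophages. Of 30 genes of proliferation, 6 rose and 1 fell in limma, with a median log2 fold change of 0.67. They include Kif11, a motor of the mitotic spindle (1.55). Mki67, a marker of dividing cells, rose by 1.80 and lost its call without Cre-/mdx replicate 2 (1.18), without MCK-MRcko/mdx replicate 2 (1.75) and without MCK-MRcko/mdx replicate 3 (1.64). Of 23 endothelial markers, 2 fell, with a median of -0.59, and 8 were lower when adjusted over the list alone. One of them, Cdh5, which encodes the cadherin of endothelial junctions, fell by 1.13 and lost its call without Cre-/mdx replicate 2 or 3 or MCK-MRcko/mdx replicate 1 or 2, at -0.81 to -1.22. The 21 genes of the citric acid cycle had a median of -0.57. Their median in LysM-MRcko/mdx was -0.39 and was called too (adjusted p = 2.8e-08 in limma's camera, 0.37 with an estimated correlation). The proliferation and endothelial lists were called there as well, with smaller medians of 0.35 (29 of 30 positive) and -0.21. Their adjusted p in LysM-MRcko/mdx was 1.1e-05 and 0.0088 in camera, 0.53 and 0.47 with an estimated correlation, and 0.42 and 0.43 in fry.
In MCK-MRcko/mdx limma's camera called 20 of the 44 lists at the preset correlation, among them also lists of lysosomal genes and ribosomal proteins. The smallest adjusted p in camera was 2e-18, for clusters annotated as ribosomal pseudogenes (0.54 with an estimated correlation). Whether these clusters also read the ribosomal protein genes was not tested. The adjusted p in limma's camera was 2.5e-14 for proliferation, 1.3e-11 for endothelial markers and 1.7e-11 for the citric acid cycle, and 0.36, 0.17 and 0.36 with an estimated correlation. In fry it was 0.17, 0.049 and 0.17. The median of the citric acid cycle genes was -0.31 without Cre-/mdx replicate 2. For 24 macrophage markers the median was 0.65, with 4 higher, an adjusted p of 2.1e-11 in camera, 0.34 with an estimated correlation and 0.088 in fry.

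**Figure D1:**
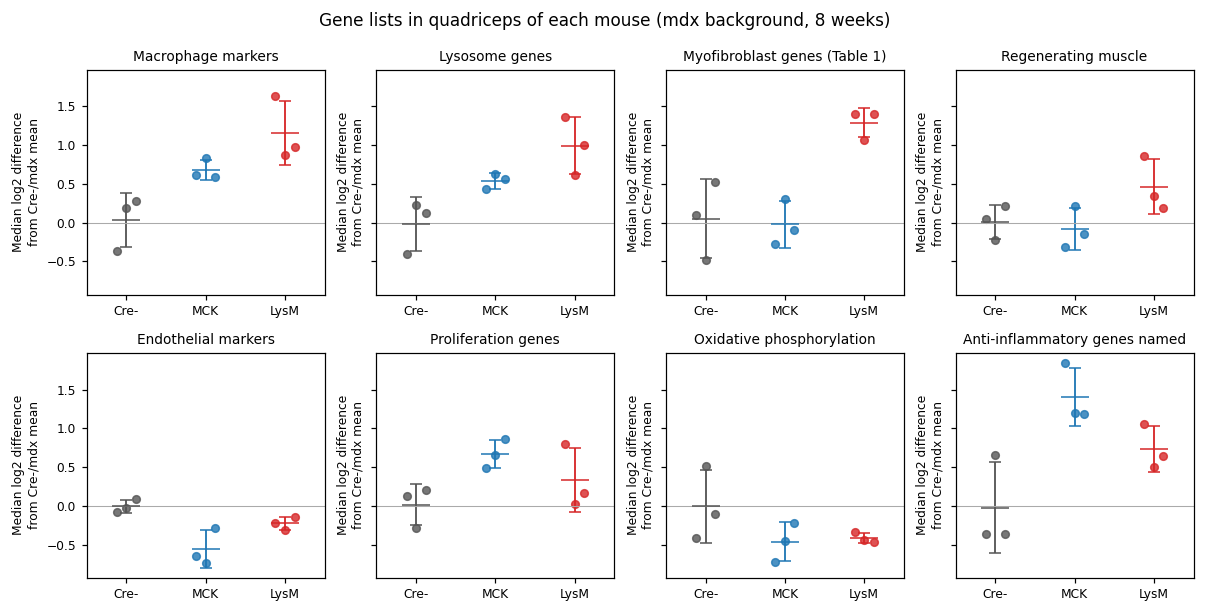
Median log2 difference from the Cre-/mdx mean for 8 gene lists in each mouse. The anti-inflammatory genes and those of Table 1 were named by the study from these samples, so they are not independent evidence. Points are mice, lines are means and bars are the SD of 3 mice, and the endothelial medians of the MCK-MRcko/mdx mice lie at -0.64, -0.74 and -0.28.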

More varied biological and cellular processes were altered in the myofiber MR knockout (MCK-MRcko/*mdx*) compared to Cre-/*mdx* (Figure 1C).

**FIGURE 1:**
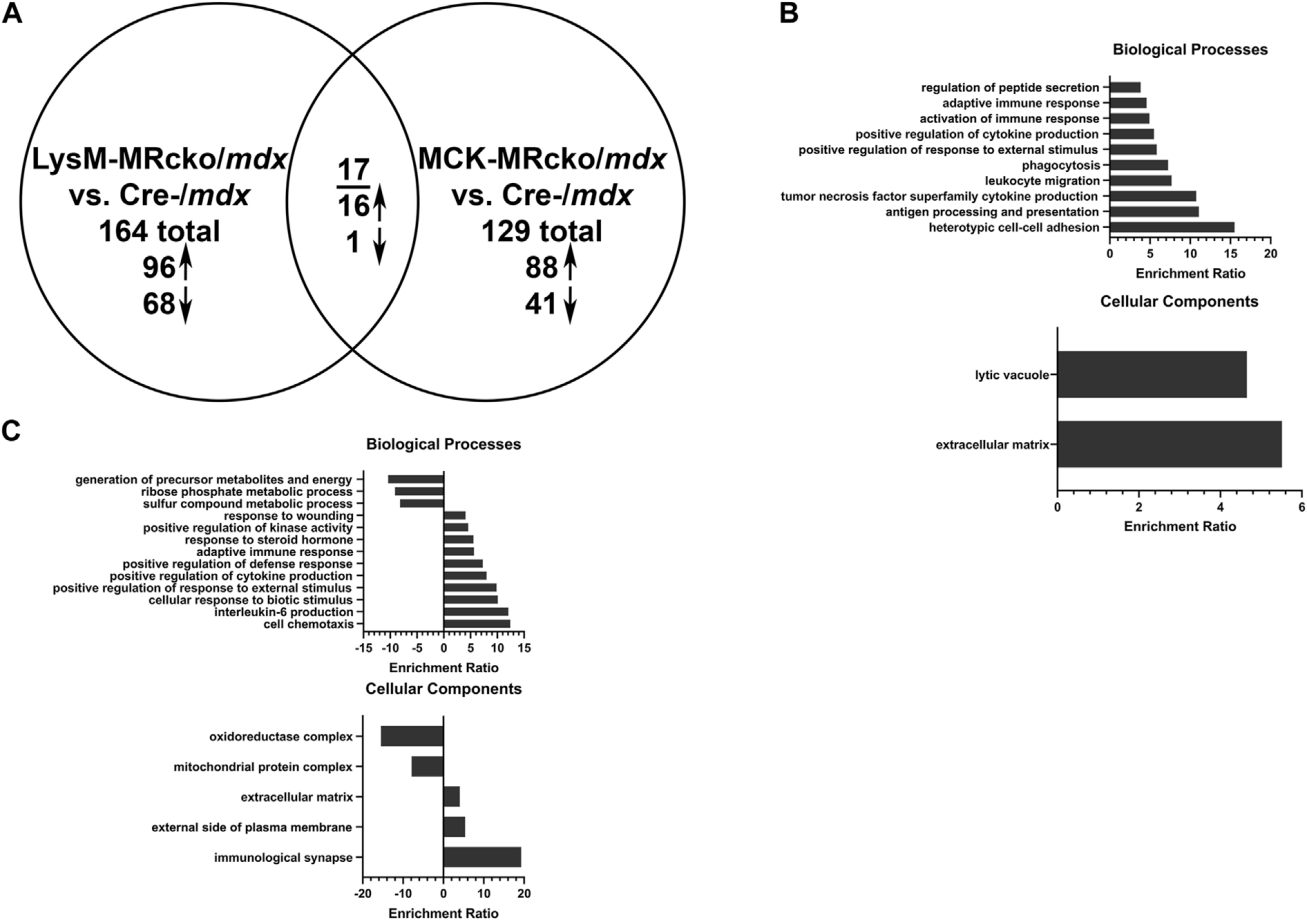
Myeloid cell MRcko/*mdx* increased proinflammatory and profibrotic skeletal muscle gene expression compared to myofiber MRcko/*mdx*. **(A)** Differentially expressed genes from gene expression microarray comparing quadriceps muscles from 8-week-old myeloid cell (LysM) MRcko/*mdx*, myofiber (MCK) MRcko/*mdx*, and Cre-/*mdx* mice. Ninety-six genes were increased, and 68 genes were decreased in LysM-MRcko/*mdx* compared to Cre-/*mdx*. Eighty-eight genes were increased, and 41 genes were decreased in MCK-MRcko/*mdx* compared to Cre-/*mdx*. Seventeen genes were conserved between LysM-MRcko/*mdx* and MCK-MRcko/*mdx*, with 16 increased and one decreased in both knockouts compared to Cre-/*mdx*. **(B)** Gene ontology overrepresentation (GO) analysis for biological processes and cellular components for the LysM-MRcko/*mdx* vs. Cre-/*mdx* comparison. **(C)** GO analysis for biological processes and cellular components for the MCK-MRcko/*mdx* vs. Cre-/*mdx* comparison.

**TABLE 1:** Myofibroblast cluster genes upregulated in myeloid MRcko/*mdx* quadriceps compared to Cre-/*mdx* and myofiber MRcko/*mdx* quadriceps muscles.

Functional categories	Gene	Full gene name	Fold change (LysM-MRcko/*mdx* vs. Cre-/*mdx*)	Fold change (LysM-MRcko/*mdx* vs. MCK-MRcko/*mdx*)
Apoptosis	*Dap*	*death-associated protein*	2.2	2.1
Cytoskeleton	*Tubb2b*	*tubulin, beta 2B class IIB*	2.8	2.3
	*Pfn1*	*profilin 1*	**X**	2.5
Electron Transport Chain	*Cox6a1*	*cytochrome c oxidase subunit VIa polypeptide 1*	2.1	2.9
Extracellular Space	*Loxl1*	*lysyl oxidase-like 1*	3.0	2.1
	*Mmp14*	*matrix metalloproteinase 14*	4.1	2.3
	*Mfap4*	*microfibrillar-associated protein 4*	**X**	2.3
	*Fn1*	*fibronectin 1*	**X**	2.3
	*Postn*	*periostin*	3.4	2.4
	*Hspg2*	*heparan sulfate proteoglycan 2*	**X**	3.1
	*Cilp*	*cartilage intermediate layer protein*	2.6	3.5
	*Tnc*	*tenascin C*	5.5	6.3
Inflammatory Response	*C1qtnf3*	*C1q and tumor necrosis factor related protein 3*	4.9	4.0
Nitric Oxide Generation	*Ddah1*	*dimethylarginine dimethylaminohydrolase 1*	**X**	2.3
Signal	*Sulf2*	*sulfatase 2*	**X**	2.1
	*Ncam1*	*neural cell adhesion molecule 1*	**X**	2.6
	*Olfml2b*	*olfactomedin-like 2B*	2.9	3.7

Genes were functionally categorized using the Database for Annotation, Visualization, and Integrated Discovery (DAVID). Positive fold changes indicate that gene expression was increased in LysM-MRcko/*mdx* compared to either Cre-/*mdx* controls or MCK-MRcko/*mdx* and *vice versa*. Bold X’s signify a lack of 2-fold gene expression change in the LysM-MRcko/*mdx* vs. Cre-/*mdx* comparison.

Functional categories from the gene expression microarray were determined using DAVID analysis. 

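Among 20 markers of activated fibroblasts, 3 rose in LysM-MRcko/mdx quadriceps compared to Cre-/mdx and 8 were higher when adjusted over the list alone. Tgfbi, a matrix protein induced by transforming growth factor beta, rose by 1.29 on the log2 scale (standard error 0.23). Acta2, the smooth muscle actin of myofibroblasts, rose by 1.22 (0.33) and lost its call without Cre-/mdx replicate 2 (0.90) or LysM-MRcko/mdx replicate 1 (0.97), and Lrrc15, a membrane protein of activated fibroblasts, rose by 1.11 (0.16). The genes of the fibrillar collagens and their matrix did not reach the 2-fold limit: 0 of 27 were changed in limma, and 0 at an adjusted p under 0.05. The largest difference among them was that of Col1a1, at 0.94 with a standard error of 0.52, which is less than the SD of 1.13 among control mice, and it passed without Cre-/mdx replicate 3 (1.32). Spp1 was not analysed here, since no transcript cluster carries it as a single gene symbol.
The list of activated fibroblasts had a median log2 fold change of 0.50 and an adjusted p of 4.3e-05 in limma's camera, 0.16 with an estimated correlation and 0.024 in fry. That of collagens and matrix had a median of 0.60, with an adjusted p of 3.7e-05, 0.43 and 0.29. Without Cre-/mdx replicate 2 these medians were 0.32 and 0.20, and without LysM-MRcko/mdx replicate 3 the second was 0.33. In MCK-MRcko/mdx only Tgfbi of the activated fibroblast markers rose, by 1.02, and it lost its call without MCK-MRcko/mdx replicate 1 (0.86).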

Genes affecting fibrosis were predominantly found in the extracellular space category including *Tnc*, *Postn*, and *Lox*, but several genes found in other categories also have known roles in fibrosis, such as *Spp1*, *Lilrb4a*, and *Anxa1* (Supplementary Tables S1, S2). 

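The study's table for LysM-MRcko/mdx places C3ar1, a receptor for the complement fragment C3a, in the immunity category. It rose 3.4-fold, and all 3 LysM-MRcko/mdx mice (14.08, 13.15 and 13.55 on the log2 scale) lay above the highest Cre-/mdx mouse (12.56). Adgre1, the macrophage antigen F4/80, rose 2.19-fold. Adgre1 lost its call without LysM-MRcko/mdx replicate 1, with a log2 fold change of 0.92. Cilp, a matrix protein that binds transforming growth factor beta and is listed in the extracellular space category, rose 2.93-fold, from 12.08 ± 0.53 to 13.63 ± 0.23 (SD, n = 3 mice each). Il1rn, the antagonist of the interleukin-1 receptor, was 2-fold higher and lost its call when any LysM-MRcko/mdx array was left out (0.88, 1.06 and 1.07) and without Cre-/mdx replicate 1 (0.67) or 3 (0.90).
Of the genes listed under immunity and inflammatory response, 26 were matched to a cluster with a single gene symbol, and 24 of these were changed in limma, 22 higher and 2 lower. Of the extracellular space genes, 13 were matched and 10 were changed, all 10 higher. These genes were selected by the study on the same samples, so the counts are not independent evidence.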

The myeloid cell MR knockout led to differential expression of 28 genes with roles in the immunity and inflammatory response categories, and 13 genes in the extracellular space category (Figure 2A). The myofiber MR knockout included 6 genes that were changed in the extracellular space category and 19 genes changed in the immunity and inflammatory response categories (Figure 2B). 

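In the study's table for MCK-MRcko/mdx, 17 genes of immunity and inflammatory response were matched to a cluster with a single gene symbol, and 15 were changed in limma, 14 higher and 1 lower. The lower gene was Bst2, an antiviral membrane protein induced by interferon, with log2 expression of 10.99, 7.57 and 9.23 in the MCK-MRcko/mdx mice and 10.68, 11.41 and 13.02 in the Cre-/mdx mice. Since the groups overlap, its fold change of -2.44 (log2) rests on a wide spread: the call was lost without replicate 2 or 3 of any group, at -1.59 to -2.59, and the difference was -3.30 without MCK-MRcko/mdx replicate 1. Mrc1, the mannose receptor of reparative macrophages, rose by 1.43 (standard error 0.21). Of the extracellular space genes, 5 were matched and 3 were changed: F13a1, a transglutaminase that crosslinks fibrin, rose by 1.22, the elastase Mmp12 rose by 1.69, and Hspg2, the basement membrane proteoglycan perlecan, fell by 1.12. Mmp12 lost its call without Cre-/mdx replicate 1 (1.03) or 3 (1.70) and without MCK-MRcko/mdx replicate 2 (1.43) or 3 (1.77), and was 2.35 higher without Cre-/mdx replicate 2. Calls were also lost for F13a1 without Cre-/mdx replicate 3 (0.99), and Hspg2 without any array other than Cre-/mdx replicate 2 and LysM-MRcko/mdx replicate 2, at -0.85 to -1.21. The study chose these genes on the same samples.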

Due to the predominance of increased extracellular matrix binding genes in the molecular functions GO category of the myeloid MRcko/*mdx* muscle, we compared the upregulated genes in these mice to published datasets of fibroblast genes (Buechler et al., 2021). 

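Olfml2b, a matrix protein that binds proteoglycans, and Fn1, which encodes fibronectin, show how the myofibroblast genes of Table 1 behaved. Olfml2b rose by 1.59 on the log2 scale in LysM-MRcko/mdx compared to Cre-/mdx and by 1.92 compared to MCK-MRcko/mdx. Fn1 rose by 1.60 and 1.48. Cilp, at 11.74 ± 0.11 (SD, n = 3) in MCK-MRcko/mdx, rose by 1.89 against that group. Hspg2 was 0.47 higher than in Cre-/mdx, short of the 2-fold limit, and 1.58 higher than in MCK-MRcko/mdx. Calls were lost for Olfml2b against Cre-/mdx without Cre-/mdx replicate 2 (1.11) or LysM-MRcko/mdx replicate 1 (1.53), and for Fn1 without Cre-/mdx replicate 2 (1.00) or LysM-MRcko/mdx replicate 3 (1.33), and against MCK-MRcko/mdx without MCK-MRcko/mdx replicate 1 (1.48) or 3 (1.36), and also without LysM-MRcko/mdx replicate 3. The call for Fn1 against Cre-/mdx was also lost in the plain equal-variance test, with Tukey biweight group averages (0.73) and after quantile normalization (1.41).
Of the 17 genes, 12 were higher than in Cre-/mdx and 16 were higher than in MCK-MRcko/mdx in limma, and 13 and 17 were when adjusted over the list alone, while 0 fell. The exception against MCK-MRcko/mdx was Dap, at 0.95. The median log2 fold change was 1.40 against Cre-/mdx and 1.38 against MCK-MRcko/mdx, with an adjusted p of 2.5e-16 and 4.4e-18 in camera, 0.16 and 0.43 with an estimated correlation, and 0.024 and 0.038 in fry. The list was chosen by the study on these samples and is not independent evidence. Relative to the Cre-/mdx mean, its median was 1.40, 1.07 and 1.40 in the LysM-MRcko/mdx mice and -0.28, 0.31 and -0.10 in the MCK-MRcko/mdx mice.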

We found that 10 myofibroblast signature genes were upregulated in LysM-MRcko/*mdx* compared to Cre-/*mdx*, including *Postn*, *Mmp14*, and *Loxl1*, and 17 myofibroblast genes were increased in LysM-MRcko/*mdx* compared to MCK-MRcko/*mdx*, additionally including *Fn1* and *Hspg2* (Table 1). We also examined the functional categories of the gene expression changes that are conserved between the myofiber and myeloid MR knockouts. 

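Of the genes in Table 2, 15 have a cluster with a single gene symbol. In LysM-MRcko/mdx 10 of them rose and 0 fell, and in MCK-MRcko/mdx 12 rose and 1 fell, with median log2 fold changes of 1.13 and 1.28. Tlr13, a receptor for bacterial ribosomal RNA, rose by 1.14 and 1.28. Folr2, a folate receptor of resident macrophages, rose by 1.28 and 1.58, and Cd53, a tetraspanin of leukocytes, by 1.03 and 1.54. S100a6, a calcium-binding protein, was 0.77 and 0.70 higher and did not reach the 2-fold limit, which it passed in LysM-MRcko/mdx without Cre-/mdx replicate 3 (1.01). In LysM-MRcko/mdx, Tlr13 lost its call without LysM-MRcko/mdx replicate 1 (0.80) and Folr2 without Cre-/mdx replicate 1 (0.76) or LysM-MRcko/mdx replicate 1 (1.08) or 3 (1.32). Cd53 lost its call there in all but 2 of the settings that leave out 1 array, at 0.67 to 1.05. When adjusted over the list alone, 14 were higher and 1 was lower in each knockout, but the study chose the list on the same arrays.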

Seven of the 17 conserved genes were involved in inflammation and immunity, while two of the genes were in the extracellular space category (Figure 2C; Table 2).

**FIGURE 2:**
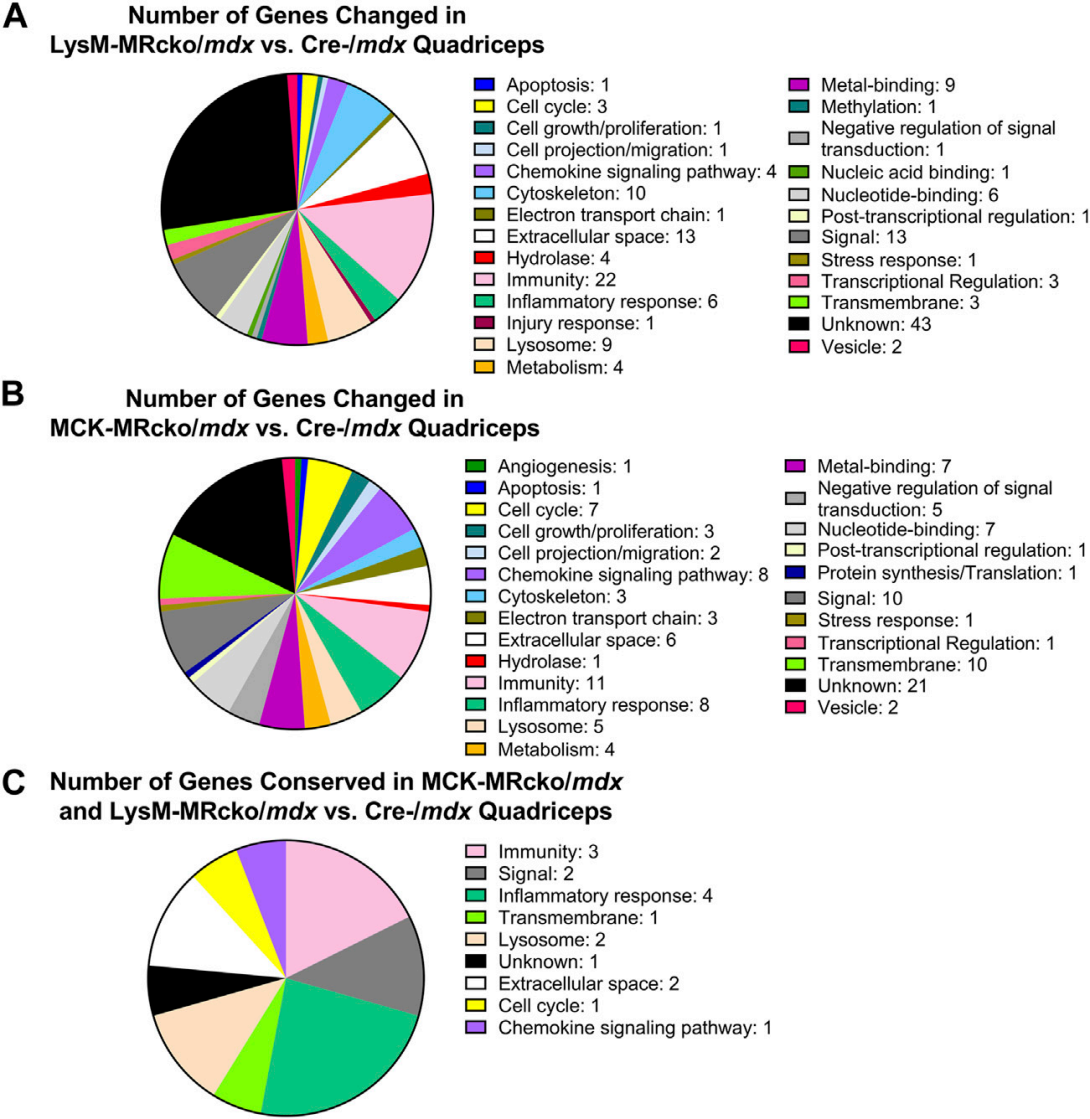
DAVID analysis of differentially expressed genes from the gene expression microarray. **(A)** Distribution of DAVID gene categories for the LysM-MRcko/*mdx* vs. Cre-/*mdx* comparison. **(B)** Distribution of DAVID gene categories for the MCK-MRcko/*mdx* vs. Cre-/*mdx* comparison. **(C)** Distribution of DAVID gene categories for the 17 genes conserved between the LysM-MRcko/*mdx* vs. Cre-/*mdx* and MCK-MRcko/*mdx* vs. Cre-/*mdx* comparisons.

**TABLE 2:** Conserved differentially expressed genes between LysM-MRcko/*mdx* versus Cre-/*mdx* and MCK-MRcko/*mdx* versus Cre-/*mdx* comparisons.

Functional categories	Conserved genes	Full gene name	Fold change (LysM-MRcko/*mdx* vs. Cre-/*mdx*)	Fold change (MCK-MRcko/*mdx* vs. Cre-/*mdx*)
Cell cycle	*S100a6*	*S100 calcium binding protein A6 (calcyclin)*	2.0	2.2
Chemokine signaling pathway	*Pf4*	*platelet factor 4*	2.1	3.3
Extracellular Space	*Mmp12*	*matrix metallopeptidase 12*	3.3	3.0
	*Lox*	*lysyl oxidase*	2.2	2.5
Immunity	*Adgre1*	*adhesion G protein-coupled receptor E1*	2.5	2.2
	*C3ar1*	*complement component 3a receptor 1*	3.4	2.5
	*Itgam*	*integrin alpha M*	2.2	2.2
	*Cd84*	*CD84 antigen*	2.1	3.5
Inflammatory Response	*Spp1*	*secreted phosphoprotein 1*	2.9	10.0
	*Il1rn*	*interleukin 1 receptor antagonist*	2.0	2.2
	*Tlr13*	*toll-like receptor 13*	2.0	2.7
Lysosome	*Lgmn*	*legumain*	2.5	2.3
	*Ctss*	*cathepsin S*	2.3	2.5
Signal	*Folr2*	*folate receptor 2*	2.2	2.6
	*Adgrf5*	*adhesion G protein-coupled receptor F5*	−2.4	−3.2
Unknown	*Gm14699*	*predicted gene 14699*	2.5	2.5
Transmembrane	*Cd53*	*CD53 antigen*	2.1	3.2

Genes were functionally categorized using the Database for Annotation, Visualization, and Integrated Discovery (DAVID). Positive fold changes indicate that gene expression was increased in the MR knockouts compared to Cre-/*mdx* controls and *vice versa*.

### Tenascin C deposition decreases with age in myeloid MR knockout and cre-/*mdx*

Tenascin C (Tnc) is an extracellular matrix component known to be present in fibrotic scars. Tnc plays a role in regulating fibrosis causing its persistence in multiple organs, including skin, lung, heart, liver, and cornea (El-Karef et al., 2007; Carey et al., 2010; Sumioka et al., 2013; Shimojo et al., 2015; Bhattacharyya et al., 2016). In skeletal muscle, Tnc is localized mostly to areas of damage and accompanies inflammation and fibrosis during wound healing (Flück et al., 2003; Flück et al., 2008). 

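Tnc had log2 expression of 12.87 ± 0.81 in LysM-MRcko/mdx, 9.73 ± 0.79 in Cre-/mdx and 10.03 ± 0.45 in MCK-MRcko/mdx quadriceps (SD, n = 3 mice each). The 3 LysM-MRcko/mdx mice, at 13.80, 12.54 and 12.28, lay above the highest mouse of the other groups, at 10.55. This is an 8.86-fold difference from Cre-/mdx (log2 fold change 3.15, standard error 0.53, adjusted p = 0.72 in limma) and a 7.16-fold difference from MCK-MRcko/mdx (2.84, standard error 0.53, adjusted p = 0.439 in limma). An exact permutation test gives p = 0.10 for either comparison, the smallest possible with 3 mice against 3. MCK-MRcko/mdx and Cre-/mdx differed by 0.31, less than the spread among mice.

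**Figure D2:**
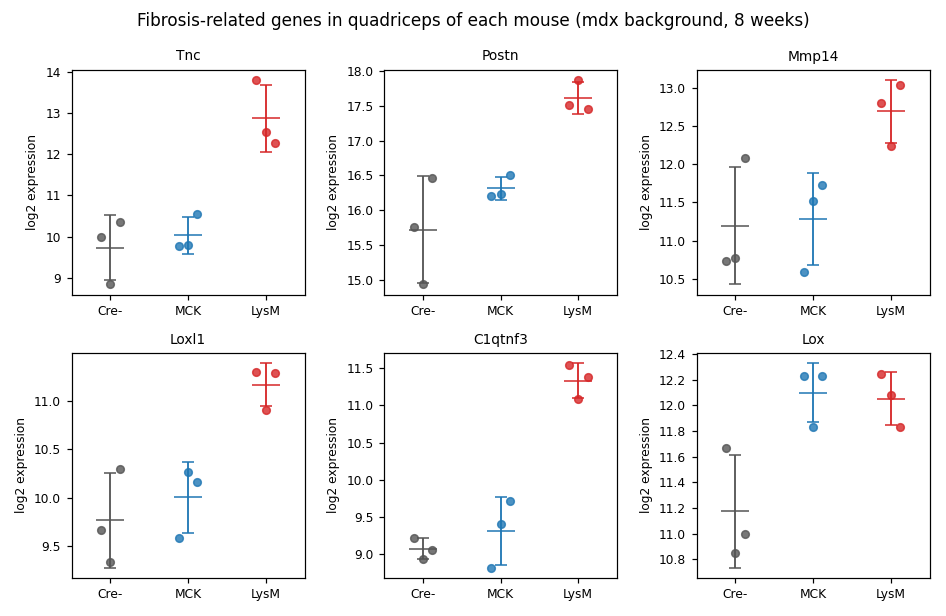
Log2 expression of Tnc, Postn, Mmp14, Loxl1, C1qtnf3 and Lox in each mouse. Points are mice, lines are group means and bars are SD (n = 3), and the LysM-MRcko/mdx mice lie highest for Tnc, at 12.28 to 13.80.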

*Tnc* expression was increased in myeloid cell MR knockout 5.5-fold compared to Cre-/*mdx* quadriceps and 6.3-fold compared to myofiber MR knockout but was not different between myofiber MR knockout and Cre-/*mdx* quadriceps. Immunofluorescence staining shows an upward trend of the percentage area of muscle tissue containing tenascin C protein deposition in 8-week-old LysM-MRcko/*mdx* compared to Cre-/*mdx* quadriceps muscles (Figure 3). We investigated whether tenascin C localization changes as fibrosis accumulates with age and aged LysM-MRcko/*mdx* mice to 1 year. Tenascin C staining appears less prevalent in quadriceps muscles at 1 year compared to 8 weeks-of-age, and one-way ANOVA with Tukey’s multiple comparisons test shows that there is no significant difference in tenascin C deposition in quadriceps from all four groups (Figures 3A, B). Additionally, we compared tenascin C localization between 8-week-old LysM-MRcko/*mdx*, MCK-MRcko/*mdx*, and Cre-/*mdx* quadriceps. One-way ANOVA with Dunnett’s multiple comparisons test showed no significant differences between genotypes in the areas stained for tenascin C (Figures 3A, C).

**FIGURE 3:**
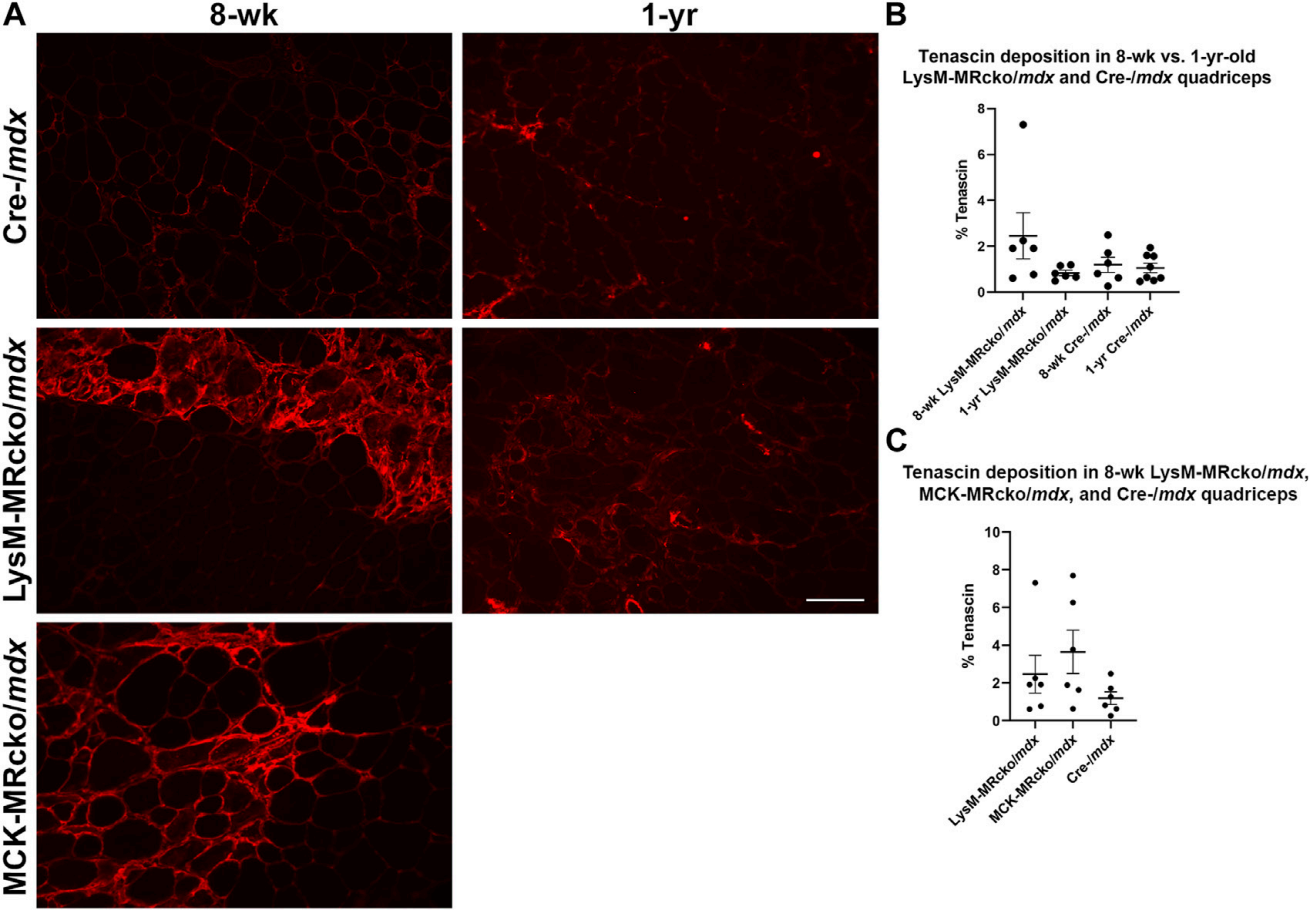
Tenascin C localization in young and old dystrophic quadriceps muscles. **(A)** Immunofluorescence staining of tenascin C in quadriceps muscles from 8-week-old LysM-MRcko/*mdx*, Cre-/*mdx*, MCK-MRcko/*mdx* and 1-year-old LysM-MRcko/*mdx* and Cre-/*mdx* mice. Bar = 100 µm. **(B)** Quantification of the percentage of quadriceps muscle area containing tenascin C staining in 8-week-old and 1-year-old LysM-MRcko/*mdx* and Cre-/*mdx* mice. **(C)** Quantification of the percentage of quadriceps muscle area containing staining in 8-week-old LysM-MRcko/*mdx*, Cre-/*mdx*, and MCK-MRcko/*mdx*. One-way ANOVAs with either Tukey’s **(B)** or Dunnett’s **(C)** multiple comparisons test revealed no significant differences between groups.

### Loxl1, but not Lox, co-localizes with collagen in fibrotic regions of dystrophic skeletal muscle

*Lox*, encoding lysyl oxidase, is one of the genes increased in both the myeloid cell and myofiber MR knockouts compared to *mdx* control skeletal muscle (Table 2). 

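Lox had log2 expression of 11.17 ± 0.44 in Cre-/mdx, 12.05 ± 0.21 in LysM-MRcko/mdx and 12.10 ± 0.23 in MCK-MRcko/mdx quadriceps (SD, n = 3 mice each). It was 1.84-fold higher in LysM-MRcko/mdx (log2 fold change 0.88, standard error 0.23, adjusted p = 0.785 in limma) and 1.9-fold higher in MCK-MRcko/mdx (0.92, standard error 0.23, adjusted p = 0.84 in limma). Neither difference reached 2-fold. Every knockout mouse, from 11.83 up, lay above every control mouse, which reached 11.67, and the knockouts differed from each other by 0.05. Without Cre-/mdx replicate 1 the differences were 1.13 and 1.17, and with Tukey biweight group averages they were 1.12 and 1.29, each past the 2-fold limit. Without MCK-MRcko/mdx replicate 2 that of MCK-MRcko/mdx was 1.06.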

Lox is one of a family of five enzymes, including lysyl oxidase like 1-4 (Loxl1-4), that have been shown to crosslink type I collagens to help stabilize and strengthen the extracellular matrix (Clarke et al., 2013). Since *Lox* was increased in both knockouts, even though myofiber and myeloid knockouts have opposite effects on dystrophic muscle fibrosis (Hauck et al., 2019; Howard et al., 2022b), we next investigated Lox protein localization. We performed immunofluorescence staining of quadriceps muscles from 8-week-old myofiber and myeloid MRcko/*mdx* mice (Figures 4, 5A). In both knockouts, *mdx* and C57 wild-type control mice, Lox localizes cytoplasmically within myofibers and does not colocalize with collagen or fibronectin in areas of fibrosis in dystrophic muscles (Figure 4). Furthermore, Lox localizes to all myofibers from the *rectus femoris* of the quadriceps, but not to myofibers in other heads of the quadriceps muscle from wild-type mice (Figure 5A). More myofiber staining in these other quadriceps regions is present in *mdx* quadriceps muscles and is even more prevalent in myofiber and myeloid MRcko/*mdx* quadriceps (Figure 5A). Staining of longitudinal sections of *mdx* and C57 wild-type quadriceps revealed that Lox localization is present at consistent levels within fibers of the *rectus femoris* and is not increased near the myotendinous junction in either the *rectus femoris* or *vastus* muscles (Supplementary Figure S1). We then stained for Lox in other wild-type C57 skeletal muscles and observed uniform Lox myofiber localization in the diaphragm, gastrocnemius, soleus, *extensor digitorum longus*, abdominals, and triceps (Figure 5B). Lox localization was restricted to small discrete regions of the *tibialis anterior* and *gluteus maximus* (Figure 5B). In the heart, Lox was not present cytoplasmically in cardiomyocytes (Figure 5B) and localized only to intercalated discs (Supplementary Figure S1).

**FIGURE 4:**
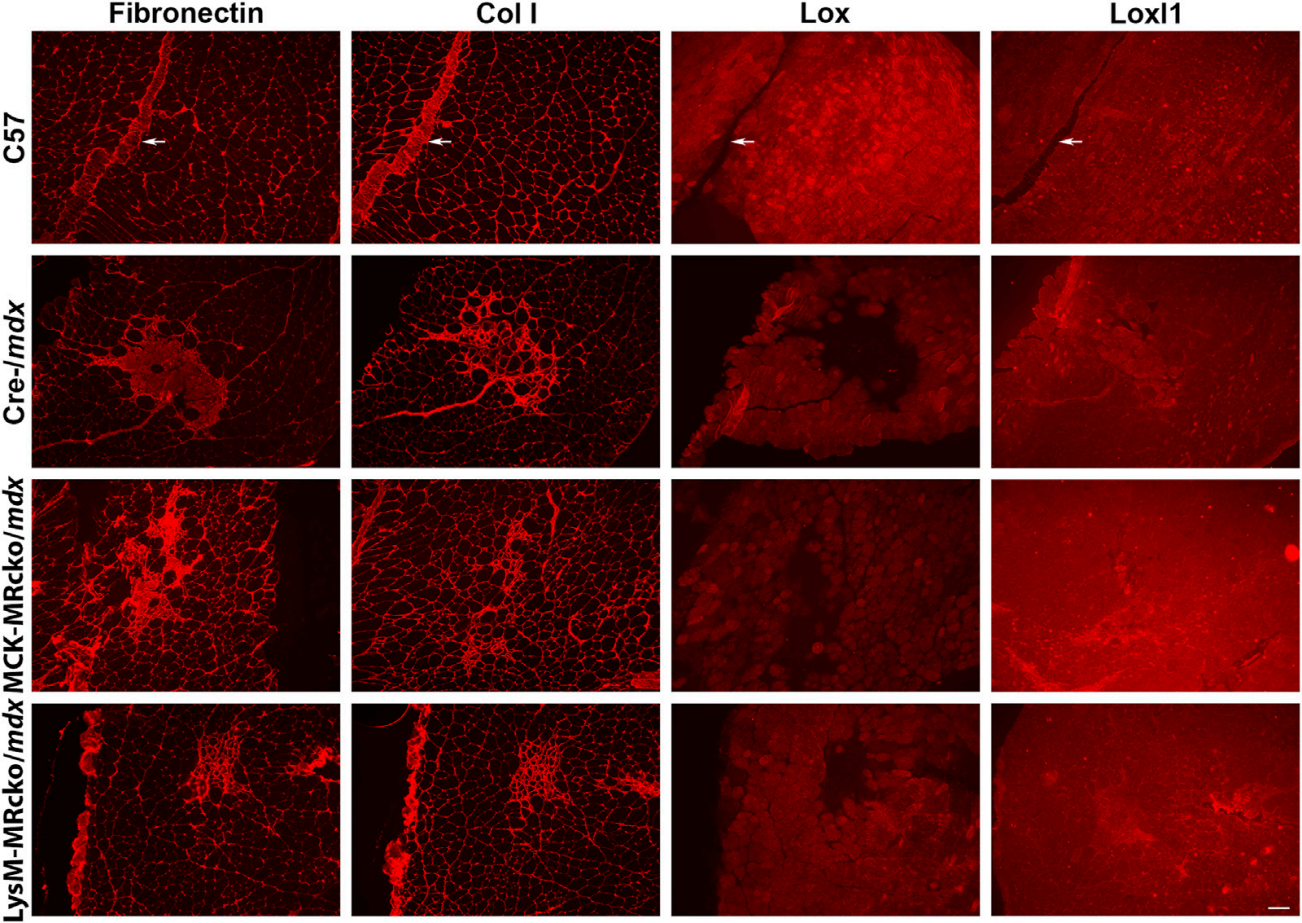
Lox localizes within myofibers and not to fibrotic areas in dystrophic muscles. Immunofluorescence staining of fibronectin, type I collagen (Col I), Lox, and Loxl1 on serial sections of quadriceps muscles from 8-week-old C57 wild-type, Cre-/*mdx*, MCK-MRcko/*mdx*, and LysM-MRcko/*mdx* mice. Fibronectin, Col I, and Loxl1 co-localize to fibrotic regions present in dystrophic muscle, but Lox localizes only in the cytoplasm of myofibers. Fibronectin and Col I, but not Loxl1, also localize to blood vessels (white arrows) and surround each myofiber providing support to the tissue in C57. Bar = 100 µm.

**FIGURE 5:**
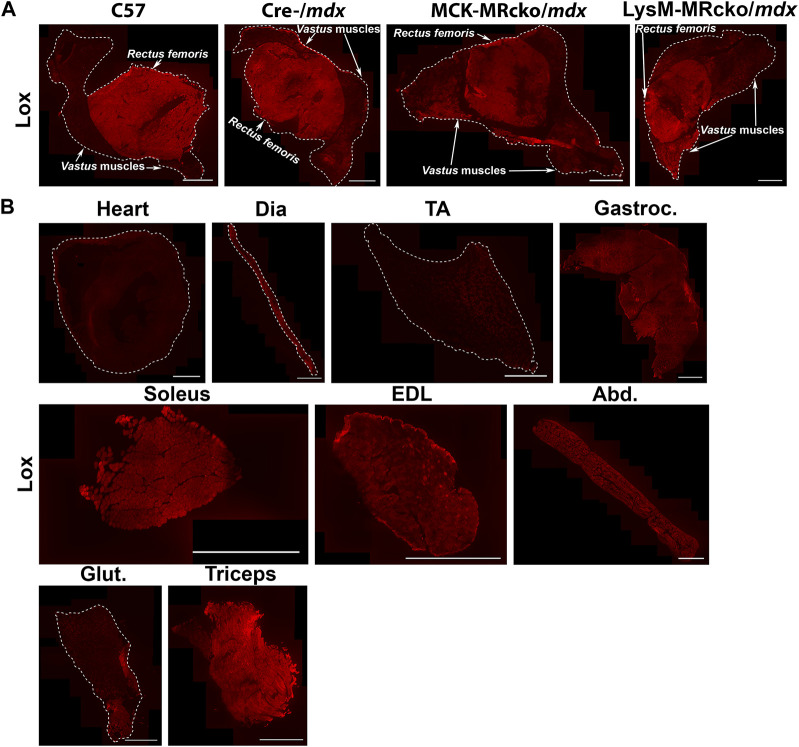
Lox shows a unique pattern of staining in quadriceps and other muscles. **(A)** Immunofluorescence staining of Lox in quadriceps from 8-week-old C57 wild-type, Cre-/*mdx*, MCK-MRcko/*mdx* and LysM-MRcko/*mdx* mice. Lox staining is concentrated in the *rectus femoris* circular head of wild-type quadriceps muscles and shows some additional lower-level staining in the *vastus* heads from the three dystrophic mice. Bar = 1 mm. The *rectus femoris* and *vastus* heads of the quadriceps are labeled with white arrows and text. **(B)** Immunofluorescence staining of Lox in heart, diaphragm, *tibialis anterior*, gastrocnemius, soleus, *extensor digitorum longus*, abdominals, *gluteus maximus*, and triceps from 8-week-old C57 wild-type mice. Lox shows different localization patterns in different skeletal muscles. Bar = 1 mm. White dashed lines show the borders of the muscle sections for those with no detectable staining near the borders.

Gene expression of *Loxl1* was increased in myeloid MRcko/*mdx* compared to both *mdx* and myofiber MRcko/*mdx* mice. Therefore, we investigated Loxl1 localization in quadriceps muscles. 

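Loxl1 had log2 expression of 11.30, 10.91 and 11.29 in the LysM-MRcko/mdx mice, above the highest Cre-/mdx mouse at 10.30 and the highest MCK-MRcko/mdx mouse at 10.27. It rose 2.63-fold compared to Cre-/mdx (log2 fold change 1.40, standard error 0.28, adjusted p = 0.778 in limma) and 2.23-fold compared to MCK-MRcko/mdx (1.16, standard error 0.28, adjusted p = 0.558 in limma). Against MCK-MRcko/mdx the call was lost without MCK-MRcko/mdx replicate 1, at 0.95. Of the other lysyl oxidase genes, Loxl3 was 0.73 higher in LysM-MRcko/mdx than in Cre-/mdx, below the 2-fold limit, and Loxl4 differed by 0.04, while Loxl2 was not analysed here. Of the 4 family members measured, 1 rose in limma and 3 were higher when adjusted over the list alone, with a median of 0.80.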

Loxl1 colocalizes with fibronectin and type I collagen in fibrotic areas, but not with Lox (Figure 4), supporting that the Loxl1 family member may be the one involved in collagen crosslinking in dystrophic skeletal muscle fibrosis.

### Protein levels do not correlate with gene expression differences for representative fibrotic proteins

Matrix metalloproteinase 14 (MMP14) is a known modulator of collagen deposition and the organization of the extracellular matrix (Zigrino et al., 2016). Periostin is secreted by activated myofibroblasts (Kanisicak et al., 2016). In our gene expression microarray, *MMP14* was increased by 4-fold and *periostin* (*Postn*) was increased by 3-fold in LysM-MRcko/*mdx* compared to Cre-/*mdx* (Table 1). 

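Postn had log2 expression of 17.61 ± 0.23 in LysM-MRcko/mdx, 15.72 ± 0.77 in Cre-/mdx and 16.32 ± 0.17 in MCK-MRcko/mdx quadriceps (SD, n = 3 mice each). It rose 3.7-fold compared to Cre-/mdx (log2 fold change 1.89, standard error 0.36, adjusted p = 0.778 in limma, higher in 3 of 3 mice) and 2.45-fold compared to MCK-MRcko/mdx. Mmp14 was at 12.81, 12.24 and 13.04 in the LysM-MRcko/mdx mice, 10.73, 10.77 and 12.08 in the Cre-/mdx mice, and 10.59, 11.52 and 11.73 in the MCK-MRcko/mdx mice. It rose 2.83-fold compared to Cre-/mdx (standard error 0.46 on the log2 scale, adjusted p = 0.785 in limma, higher in 3 of 3 mice) and 2.67-fold compared to MCK-MRcko/mdx. The call for Mmp14 against Cre-/mdx was lost without Cre-/mdx replicate 1 (1.27) or 2 (1.29), and against MCK-MRcko/mdx without MCK-MRcko/mdx replicate 1 (1.07) or LysM-MRcko/mdx replicate 1 (1.36) or 3 (1.24). In MCK-MRcko/mdx, Postn and Mmp14 differed from Cre-/mdx by 0.60 and 0.09, within the spread among control mice.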

To test whether gene expression changes for *MMP-14* and *Postn* in addition to *Lox* corresponded to protein level changes, we assessed their protein products by western analysis. We first validated the antibodies for MMP-14 and periostin by comparing them between C57 wild-type and more fibrotic dystrophic *mdx* quadriceps muscle homogenates. Postn and MMP14 both showed increased protein levels in *mdx*, though expression was similar between the two genotypes for Lox, as expected due to the wide-spread localization of Lox in quadriceps myofibers (Figures 6A–C). Given that *Postn* and *MMP14* gene expression were significantly different between LysM-MRcko/*mdx* and Cre-/*mdx*, we then performed western analysis on samples from these two genotypes (Figures 6A, B). Since *Lox* gene expression was significantly increased in both LysM-MRcko/*mdx* and MCK-MRcko/*mdx* quadriceps (Supplementary Tables S1, S2), we tested Lox protein levels in all three genotypes (Figure 6C). Unpaired t-tests with Welch’s correction for periostin and MMP14 showed no significant protein level differences between genotypes. One-way ANOVA with Dunnett’s multiple comparisons test showed no significant differences between genotypes for Lox protein levels.

**FIGURE 6:**
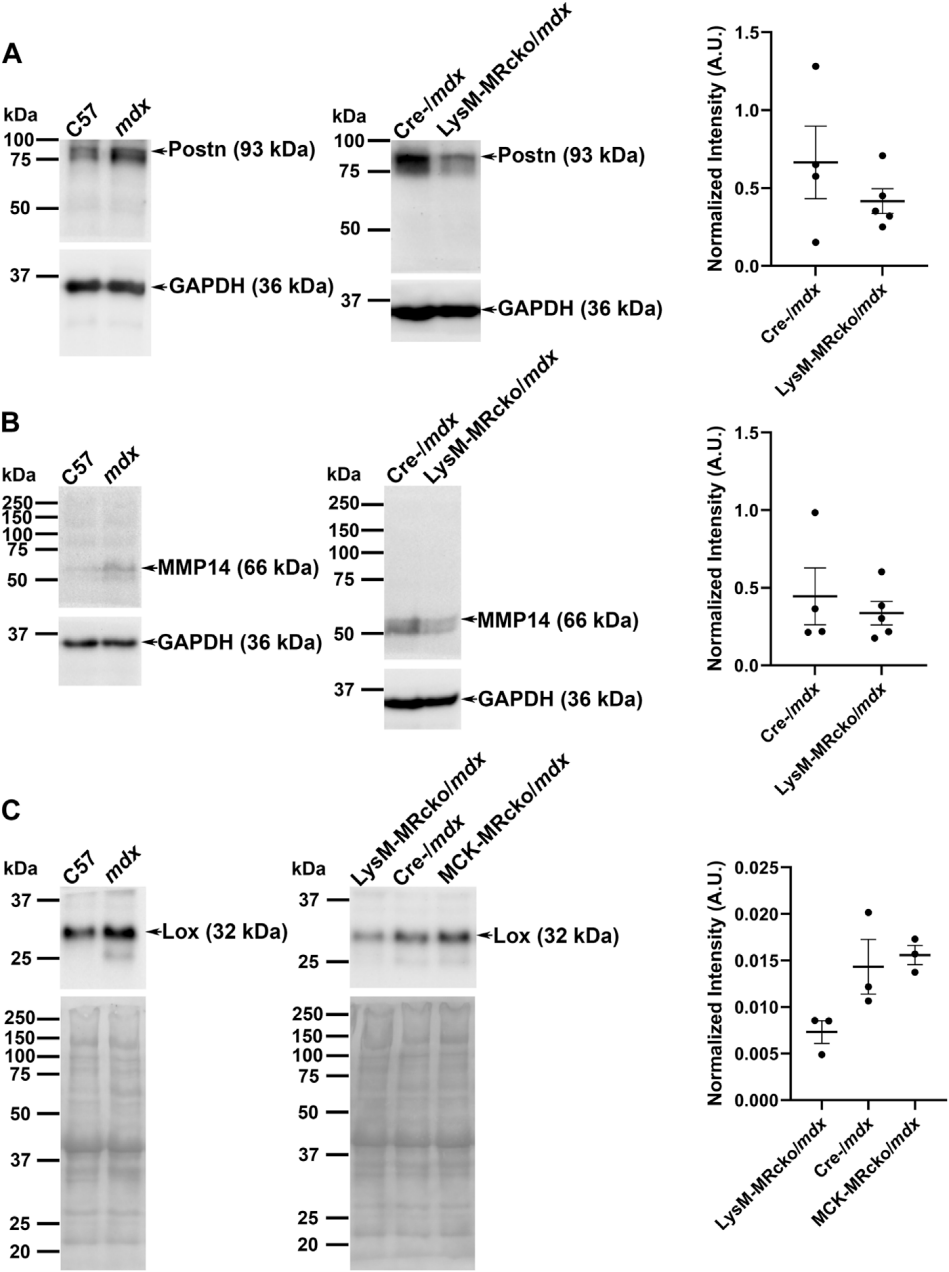
Western blot analyses of periostin, MMP14, and Lox. **(A)** Periostin (93 kDa), **(B)** MMP14 (66 kDa), and **(C)** Lox (32 kDa) antibodies were first validated on quadriceps protein homogenates from 8-week-old C57 wild-type and *mdx* mice (left panels) and then tested on quadriceps protein samples from 8 week-old LysM-MRcko/*mdx* and Cre-/*mdx* mice **(A,B)** or LysM-MRcko/*mdx*, Cre-/*mdx* mice and MCK-MRcko/*mdx* samples **(C)** (center panels). GAPDH (36 kDa) was used as a normalization control for periostin and MMP 14. Total protein via Ponceau S staining was used for normalization for Lox protein levels. Quantification of band intensities for each sample after normalization is shown [**(A–C)** right panels] for each Western blot (arbitrary units). Unpaired t-tests with Welch’s correction (Postn, MMP14) and one-way ANOVA with Dunnett’s multiple comparisons test (Lox) showed no significant differences in protein expression for any of the proteins.

### MMP14, periostin, and Lrrc39 localize to fibrotic areas in skeletal muscles

We then assessed the localization of MMP-14 and periostin to confirm their presence in fibrotic regions of muscles. We also investigated localization of Lrrc39. 

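Lrrc39, a protein of the sarcomeric M-band, had log2 expression of 9.30 ± 0.04 in LysM-MRcko/mdx, 10.36 ± 0.41 in Cre-/mdx and 9.99 ± 0.26 in MCK-MRcko/mdx quadriceps (SD, n = 3 mice each). In LysM-MRcko/mdx it fell (log2 fold change -1.06, standard error 0.21, adjusted p = 0.778 in limma, lower in 3 of 3 mice than any control mouse). Without Cre-/mdx replicate 2 the difference was -0.87, short of the 2-fold limit. In MCK-MRcko/mdx it was -0.36.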

*Lrrc39* gene expression was decreased by 2-fold in LysM-MRcko/*mdx* compared to Cre-/*mdx* (Supplementary Table S1) and had also previously been identified to be increased in dystrophic muscles after 2 weeks of lisinopril and spironolactone (LS) treatment (Chadwick et al., 2017). Lrrc39 plays a role in myofibril organization and stretch sensing (Will et al., 2010). We performed immunofluorescence staining of quadriceps from 8-week-old C57 wild-type, Cre-/*mdx*, LysM-MRcko/*mdx*, and MCK-MRcko/*mdx* mice using antibodies against Lrrc39, periostin and MMP14. All three proteins were observed to localize to fibrotic areas present in Cre-/*mdx*, LysM-MRcko/*mdx*, and MCK-MRcko/*mdx* quadriceps muscles, but were absent from C57 wild-type quadriceps (Figure 7A). One-way ANOVA with Dunnett’s multiple comparisons test showed no significant differences in the percent of section area containing localization of MMP-14, periostin or Lrrc39 between the Cre-/*mdx*, LysM-MRcko/*mdx*, and MCK-MRcko/*mdx* genotypes (Figures 7B–D).

**FIGURE 7:**
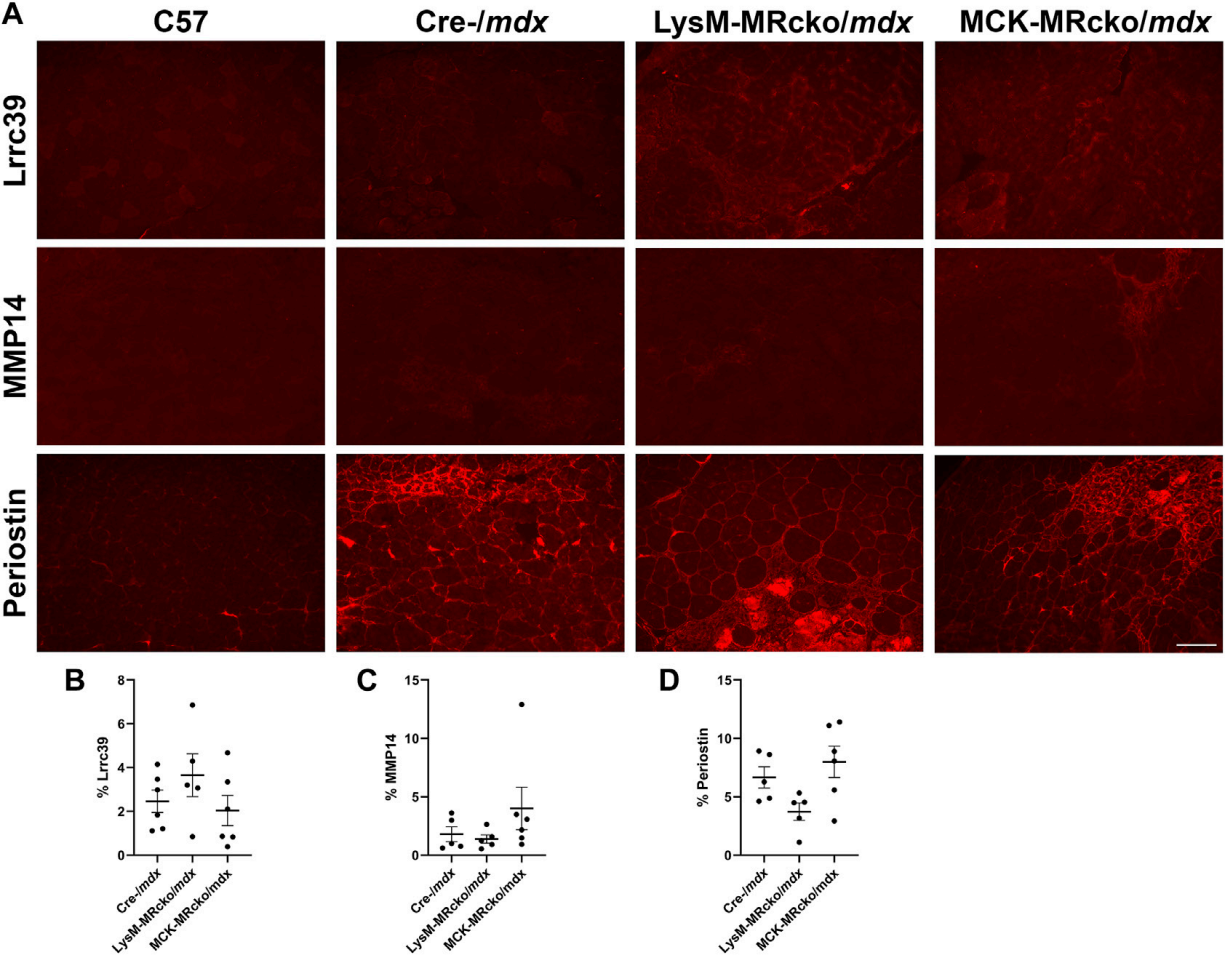
Lrrc39, MMP14, and periostin are present in fibrotic areas of dystrophic skeletal muscles. **(A)** Immunofluorescence staining of Lrrc39, MMP14, and periostin in quadriceps muscles from 8-week-old C57 wild-type, Cre-/*mdx*, LysM-MRcko/*mdx*, and MCK-MRcko/*mdx* mice. Bar = 100 µm. **(B–D)** Quantification of the percentage area stained with Lrrc39, MMP14, and periostin, respectively. One-way ANOVA with Dunnett’s multiple comparisons test showed that there were no significant differences in expression for any of the three proteins.

## Discussion

Increased expression of profibrotic and proinflammatory genes in the myeloid cell MR knockout coupled with higher levels of fibrosis compared to Cre-/*mdx* skeletal muscle suggests MR-regulated crosstalk between the different cell types in the dystrophic muscle microenvironment. 

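Compared directly with MCK-MRcko/mdx, LysM-MRcko/mdx quadriceps had higher expression of single genes of the interferon response and of antigen presentation. Lgals3bp, a secreted glycoprotein that binds galectins and collagens, was 4.92-fold higher, with log2 expression of 12.64 ± 0.59 against 10.34 ± 0.76 (SD, n = 3 mice each). Bst2 was 12.1-fold higher, with values of 13.71, 12.26 and 12.60 in the LysM-MRcko/mdx mice, and its difference of 3.59 on the log2 scale was 2.75 without MCK-MRcko/mdx replicate 2 and 4.46 without MCK-MRcko/mdx replicate 1. Irf7, a transcription factor of the interferon response, was higher by 1.18 on the log2 scale and lost its call without MCK-MRcko/mdx replicate 1 or 2 or LysM-MRcko/mdx replicate 1 or 3, at 0.85 to 1.12. Of 15 genes of antigen presentation 5 were higher, with a median of 0.56. Of 19 interferon genes 2 were higher and of 27 collagen and matrix genes none was changed in limma. Genes that were lower included Ankrd1, a muscle protein induced by stretch, with a log2 fold change of -2.44, or -1.77 without MCK-MRcko/mdx replicate 1, and Mstn, which encodes myostatin, with -1.54. Of 19 proinflammatory genes, 2 rose in LysM-MRcko/mdx compared to Cre-/mdx, namely Irf7 (1.13) and the chemokine receptor Ccr2 (1.01), and the median of 0.14 was not called (adjusted p = 0.087 in limma's camera), although it was without Cre-/mdx replicate 2 (0.20, adjusted p = 0.0057) and without LysM-MRcko/mdx replicate 2 (0.25, adjusted p = 0.03). Irf7 lost this call without Cre-/mdx replicate 1 (0.79) or LysM-MRcko/mdx replicate 1 (0.81) or 3 (1.08), and Ccr2 without Cre-/mdx replicate 2 (0.97) or 3 (0.97) or LysM-MRcko/mdx replicate 1 (0.76).
In this comparison 282 clusters were changed in limma, 134 higher and 148 lower. The balance depends on the setting, with 212 higher and 91 lower after quantile normalization and 97 higher and 287 lower without MCK-MRcko/mdx replicate 3. Over all clusters the arrays did not overlap in 8.78%, and chance gives 10%. At an adjusted p under 0.05, 0 clusters passed in limma, where 4679 (7.12%) had an unadjusted p under 0.05, and 0 in the plain equal-variance test, where 2670 did. The number of changed clusters was 495 without MCK-MRcko/mdx replicate 2, and 1 cluster passed at an adjusted p under 0.05 without Cre-/mdx replicate 1 and without MCK-MRcko/mdx replicate 3. For antigen presentation the adjusted p in camera was 8.9e-09, and 0.6 with an estimated correlation. It was 0.00012 for the interferon genes and 0.00082 for the collagens and matrix, and 0.63 for each with an estimated correlation. From the profibrotic and proinflammatory expression in the myeloid knockout together with its fibrosis, the paper proposes that MR regulates crosstalk between cell types of dystrophic muscle.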

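In MCK-MRcko/mdx quadriceps the 27 fibrillar collagen and matrix genes had a median log2 fold change of 0.06 against Cre-/mdx, with 0 changed in limma, and Col1a1 was 0.20 higher. The myofibroblast genes of Table 1 had a median of -0.02, with only Hspg2 lower, whose call was lost without any array other than Cre-/mdx replicate 2 and LysM-MRcko/mdx replicate 2, at -0.85 to -1.21. Among 19 proinflammatory genes the median was 0.04. The 19 interferon genes had a median of -0.17, with 15 negative and an adjusted p of 0.019 in limma's camera, 0.69 with an estimated correlation, and were not called without Cre-/mdx replicate 2 (-0.04) or MCK-MRcko/mdx replicate 1 (-0.19) or 2 (-0.08), while the median was -0.40 without Cre-/mdx replicate 1 and -0.26 without MCK-MRcko/mdx replicate 3. The chemokine receptor Ccr2 rose by 1.34 (standard error 0.29), and the chemokines Ccl7 and Ccl2 were 1.52 and 0.95 higher without passing the test, which Ccl7 passed without Cre-/mdx replicate 2 (2.42), while it was 0.87 higher without MCK-MRcko/mdx replicate 1. In limma's camera the adjusted p was 0.66 for collagens and matrix, 0.41 for the myofibroblast genes and 0.43 for the proinflammatory genes. Without Cre-/mdx replicate 2 the median of the collagens and matrix was -0.16 and that of the myofibroblast genes was -0.35, with an adjusted p of 0.022 and 0.0016 in camera, while that of the proinflammatory genes was 0.30 and was called higher (adjusted p = 0.031).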

The contrasting reduction in inflammation and fibrosis gene expression in myofiber MR knockout *mdx* compared to Cre-/*mdx* mice also supports this crosstalk.

Eight-week-old LysM-MRcko/*mdx* quadriceps showed increases of 17 myofibroblast signature genes, including *Postn*, *Fn1*, *Tnc*, and *Loxl1* (Buechler et al., 2021). Periostin, fibronectin, and tenascin C are components of fibrotic scars, while lysyl oxidase-like 1 is a member of the lysyl oxidase family and has a role in collagen crosslinking (Clarke et al., 2013; Smith et al., 2016). Conversely, myofiber MR knockout led to upregulation of genes involved in antifibrotic and anti-inflammatory responses, such as *leukocyte immunoglobulin-like receptor, subfamily B, members 4A* and *4B*, *Lilrb4a* and *Lilrb4b*, both orthologs of human *Lilrb4*. 

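Lilrb4a had log2 expression of 16.09, 15.07 and 15.31 in the MCK-MRcko/mdx mice and 12.99, 14.52 and 13.26 in the Cre-/mdx mice. It rose 3.73-fold (log2 fold change 1.90, standard error 0.48, adjusted p = 0.84 in limma, higher in 3 of 3 mice than any control mouse). In LysM-MRcko/mdx it was 2.04-fold higher, with a standard error of 0.48 on the log2 scale, and did not pass the test, although it passed without Cre-/mdx replicate 2 (1.49). The direct difference between the knockouts, -0.87 for LysM-MRcko/mdx minus MCK-MRcko/mdx, did not pass either. Lilr4b, which the study's table for MCK-MRcko/mdx lists, rose 2.56-fold in MCK-MRcko/mdx and lost its call without Cre-/mdx replicate 1 (1.16) or 3 (1.17) or MCK-MRcko/mdx replicate 1 (0.97). No cluster carries Lilrb4b as a single gene symbol, and whether Lilr4b is the gene that the paper's text calls Lilrb4b was not determined. Of 17 genes of reparative macrophages, 4 rose in MCK-MRcko/mdx, with a median of 0.46 and an adjusted p of 5.6e-08 in limma's camera, 0.17 with an estimated correlation and 0.035 in fry. In LysM-MRcko/mdx their median was 0.29, with an adjusted p of 3.7e-05 in camera, 0.16 with an estimated correlation and 0.11 in fry. Between the knockouts the list was not called (adjusted p = 0.087 in camera).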

*Lilrb4* is expressed by immune cells in various tissues and negatively regulates the immune response. A recent study has shown that suppression of *Lilrb4* led to increased inflammation, fibrosis, and apoptosis in the heart (Li et al., 2019). *Anxa1* is another gene with anti-inflammatory activity upregulated in myofiber MR knockouts. 

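Anxa1 had log2 expression of 12.84 ± 0.34 in MCK-MRcko/mdx, 11.54 ± 0.46 in Cre-/mdx and 12.03 ± 0.39 in LysM-MRcko/mdx quadriceps (SD, n = 3 mice each). It rose 2.46-fold in MCK-MRcko/mdx (log2 fold change 1.30, standard error 0.30, adjusted p = 0.84 in limma, higher in 3 of 3 mice than any control mouse) and was 0.49 higher in LysM-MRcko/mdx. LysM-MRcko/mdx minus MCK-MRcko/mdx was -0.81, below the 2-fold limit, which it reached without MCK-MRcko/mdx replicate 2.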

In skeletal muscle, Annexin A1 has important roles in promoting regeneration by stimulating satellite cell migration and differentiation, and in converting macrophages from the pro-inflammatory M1 phenotype to the reparative M2 phenotype (Bizzarro et al., 2010; McArthur et al., 2020). 

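Havcr2, also called Tim-3, had log2 expression of 8.81, 8.90 and 7.88 in the MCK-MRcko/mdx mice and 7.75, 7.67 and 7.12 in the Cre-/mdx mice, and rose 2.02-fold (log2 fold change 1.02, standard error 0.32, adjusted p = 0.84 in limma, higher in 3 of 3 mice than any control mouse). The call was lost without Cre-/mdx replicate 3 (0.82) and without MCK-MRcko/mdx replicate 1 (0.88) or 2 (0.83). In LysM-MRcko/mdx it was 0.28 higher, and the knockouts differed by 0.73, which did not reach the 2-fold limit.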

Another example, Hepatitis A virus *cellular receptor 2* (*Havcr2*), is expressed by T helper 1 (Th1) cells and by a population of T regulatory (Treg) cells that are known to infiltrate skeletal muscle after acute injury (Burzyn et al., 2013). The Treg cells appear to play a role in converting M1 macrophages to M2 macrophages, which leads to reduced muscle damage (Burzyn et al., 2013). *Havcr2* is also known to inhibit Th1 activity and regulate macrophage activity to promote immune tolerance (Chen et al., 2023).

Both knockouts show that there are indirect effects of MR signaling from non-fibroblast cell types on the function and behavior of fibroblasts. Fibroblasts represent the main cell type in the body that produces and manipulates extracellular matrix, so the changes in profibrotic gene expression seen in the two MR knockouts support that disrupting MR signaling in myeloid cells or myofibers leads to contrasting changes in fibroblasts.

Comparison with previous microarray data suggests that these MR knockouts differentially affect gene expression compared to MR antagonism. We have performed gene expression microarray on quadriceps from dystrophin deficient, utrophin haplo-insufficient (*mdx*;*utrn* ^*+/−*^) mice that were treated for 2 weeks with angiotensin-converting enzyme (ACE) inhibitor lisinopril plus either the MRA spironolactone or eplerenone (Chadwick et al., 2017). We have also performed gene expression microarray on quadriceps from *mdx*;*utrn* ^*+/−*^ mice treated for 16 weeks with lisinopril and spironolactone (Chadwick et al., 2015). Given that the myeloid cell and myofiber MR knockouts only inhibit MR in specific cell types, we compared gene expression changes from the two knockouts to the changes that occurred due to MR antagonism throughout the muscle microenvironment. The similarities and differences in gene expression changes between these data could help elucidate genes targeted by MR and help explain the mechanism by which MR regulates gene expression. 

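Lrtm1, a membrane protein with leucine-rich repeats, had log2 expression of 9.84 ± 0.58 in LysM-MRcko/mdx, 10.59 ± 0.35 in MCK-MRcko/mdx and 11.40 ± 0.21 in Cre-/mdx quadriceps (SD, n = 3 mice each). It fell in LysM-MRcko/mdx (log2 fold change -1.57, standard error 0.31, adjusted p = 0.778 in limma, lower in 3 of 3 mice than any control mouse). In MCK-MRcko/mdx it was lower by 0.81, with every mouse below every control mouse, and did not reach the 2-fold limit.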

Two MR regulated genes that may be contributing to the fibrotic phenotype in the LysM mice are *Lrtm1* (*Leucine rich repeats and transmembrane domains 1*) and *Lrrc39* (*Leucine rich repeat containing 39*), which were decreased in LysM-MRcko/*mdx* (3- and 2.1-fold, respectively) and increased after 2 weeks of lisinopril and spironolactone (LS) treatment (2.5- and 2.1-fold, respectively) (Chadwick et al., 2017). *Cyp2e1* was increased in LysM-MRcko/*mdx* (3.7-fold) and increased by 16 weeks of LS treatment (4.0-fold) and therefore represents a potential MR target regulated in myeloid cells (Chadwick et al., 2015). Both *Lrtm1* and *Lrrc39* have roles in skeletal muscle function. 

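Cyp2e1, a cytochrome P450 that oxidizes small molecules and is also expressed by adipocytes, had log2 expression of 16.15, 16.38 and 16.38 in the LysM-MRcko/mdx mice and 14.44, 15.38 and 13.70 in the Cre-/mdx mice. It rose 3.47-fold compared to Cre-/mdx (log2 fold change 1.80, standard error 0.51, adjusted p = 0.785 in limma, higher in 3 of 3 mice) and 5.44-fold compared to MCK-MRcko/mdx. In MCK-MRcko/mdx it was 0.65 lower than in Cre-/mdx, within the spread among mice. The 14 adipocyte markers measured, Cyp2e1 among them, had a median log2 fold change of 0.82 against MCK-MRcko/mdx (13 positive, adjusted p = 0.004 in limma's camera, 0.63 with an estimated correlation), which was 1.28 without LysM-MRcko/mdx replicate 2 and 0.42 and not called without LysM-MRcko/mdx replicate 3. Against Cre-/mdx their median was 0.24 and not called (adjusted p = 0.21 in camera), although it was without Cre-/mdx replicate 2 (0.99) or LysM-MRcko/mdx replicate 2 (0.49).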

A recent study has shown that *Lrtm1* is highly expressed during myoblast differentiation and skeletal muscle regeneration after injury, playing an important role in regulating myoblast differentiation (Li et al., 2020). *Lrrc39* encodes a member (Lrrc39/myomasp) of the sarcomeric M-band, which serves as an anchor for the thick filaments of the myofibril. It has been shown that the M-band is a major hub for signaling within the muscle fiber in addition to its role as a structural anchor, and Lrrc39 was found to help regulate stretch sensing (Will et al., 2010). Biomechanical stress was found to significantly downregulate *Lrrc39* expression, and *in vitro* and *in vivo* knockdown of *Lrrc39* led to significant force reduction and contractile dysfunction (Will et al., 2010). The observation that expression of *Lrtm1* and *Lrrc39* are decreased in the myeloid cell MR knockout, but increased after MRA treatment is consistent with benefits in muscle force production and membrane stability with MRA treatment, and increased fibrosis in myeloid MRcko/*mdx* mice (Chadwick et al., 2016; Chadwick et al., 2017; Hauck et al., 2019; Howard et al., 2022a; Howard et al., 2022b). *Lrrc39* was also decreased in *mdx*;*utrn* ^*+/−*^ mice after 2 weeks of treatment with the glucocorticoid prednisolone, which also leads to increased muscle fibrosis in *mdx* mice (Chadwick et al., 2017).

*Tenascin C* (*Tnc*) was one of the most highly upregulated genes in the myeloid cell MR knockout. Tnc is known to be present in fibrotic scars (Flück et al., 2008) and seems to be more plentiful at younger ages. Its deposition trends upwards in 8-week-old LysM-MRcko/*mdx* quadriceps compared to both 8-week-old Cre-/*mdx* quadriceps and 1-year-old LysM-MRcko/*mdx* mice. It is also known to play a role in newt limb regrowth after injury, so it may be more prevalent in skeletal muscle at a younger age when the muscle is more regenerative (Onda et al., 1991; Calve et al., 2010). If the deposition of Tnc at a younger age could be replicated at a later stage of the disease, it is possible that the higher levels of Tnc could lead to a matrix that is more permissible for ongoing muscle regeneration or even for reversing fibrosis.

*Lysyl oxidase* (*Lox*) is one of the genes upregulated with both myeloid and myofiber MR knockout compared to *mdx* controls. Lox is usually defined as a collagen crosslinker and therefore localized to the extracellular matrix (Clarke et al., 2013; Smith et al., 2016). A recent spatial transcriptomics study also identified markers of fibrosis and regeneration in the more severe D2-*mdx* mouse model, and this data demonstrated that *Lox* is expressed highly in fibrotic regions of dystrophic muscle compared to non-fibrotic regions (Heezen et al., 2023). *Lox* has been implicated as a potential therapeutic target for treatment of fibrosis in skin, lung, and skeletal muscle (Clarke et al., 2013; Smith et al., 2016; Huang et al., 2019). However, Lox protein is not observed in fibrotic regions and only appears within myofibers in both wild-type and dystrophic muscles. This data explains why a previous study testing a Lox inhibitor as a treatment for fibrosis in *mdx* mice did not result in any benefit (Brashear et al., 2022). In addition, Lox, to our knowledge, is the only protein that localizes specifically to myofibers only in the *rectus femoris* head of wild-type quadriceps and not to the *vastus* muscles. We have also shown that Lox localization throughout myofibers longitudinally appears uniform and is not enriched near myotendinous junctions.

Previous studies have shown Lox localization within myofibers during muscle development and regeneration (Kutchuk et al., 2015; Gabay Yehezkely et al., 2020). Lox has also been shown to act as a promoter of myoblast differentiation via oxidation of *vestigial like 3* (*Vgll3*), a co-activator required for activating *myogenic enhancer factor 2* (*Mef2*) to stimulate myogenesis (Gabay Yehezkely et al., 2020). Global *Lox* knockouts also show defects in fetal muscle development, with reduced myofiber numbers and disorganization (Kutchuk et al., 2015). Since the MCK-MRcko/*mdx* mice recapitulate the improved muscle force production of MRA treatment, it is possible that Lox may play a role in this improved contractile force (Hauck et al., 2019). Contractile force has not yet been measured for the LysM-MRcko/*mdx* mice, so Lox upregulation may confer this benefit, despite increased fibrosis (Howard et al., 2022b). However, the exact function of Lox in skeletal muscle and an explanation for its unique pattern between muscle types that is not fiber-type-specific, will need to be investigated in the future. Loxl1, in contrast with Lox, does colocalize with fibronectin and type I collagen in fibrotic areas. Loxl1 is also an important regulator of collagen crosslinking and has been implicated in several inflammatory and fibrotic diseases (Ohmura et al., 2012; Smith et al., 2016; Ma et al., 2018; Schlötzer-Schrehardt and Zenkel, 2019), so it is likely acting as a collagen crosslinker in dystrophic skeletal muscle. To determine whether our observations of localization of Lox and Loxl1 agree with publicly available RNA sequencing datasets, we investigated single-cell spatial transcriptomics performed in D2-*mdx* mice (Stec et al., 2023). This dataset showed that *Lox* and *Loxl1* were both expressed in fibroblasts. However, our observations are based on protein localization, which may not correlate with RNA expression.

Immunofluorescence staining of periostin and MMP14, two of the most significantly changed genes between LysM-MRcko/*mdx* and Cre-/*mdx* quadriceps, showed that both proteins localize to fibrotic areas, but protein levels were not significantly different between genotypes. Immunofluorescence staining of Lrrc39 in 8-week-old quadriceps from C57, LysM-MRcko/*mdx*, and MCK-MRcko/*mdx* mice showed that Lrrc39 is also present in fibrotic areas of skeletal muscles, but is also not significantly different. We attempted to test protein levels of other genes that demonstrated expression differences, including Loxl1, Lrrc39, and tenascin C, but the antibodies tested did not yield specific bands of the expected sizes. It is well known that protein levels do not always correlate with gene expression levels, but some possible explanations for this discrepancy include a feedback loop between gene expression and protein synthesis, the small number of samples that can be loaded in a gel for Western blotting, or discrepancies with the ability to detect and quantify protein levels. It is possible that the gene targets we have investigated may be involved in a negative feedback loop with their respective proteins, wherein high protein levels can inhibit gene expression and conversely gene expression can be enhanced when the protein expression is low due to turnover or production (Singh, 2011). One possibility is that downstream signaling from MR in myeloid cells alters fibroblast apoptosis and leads to increased fibrotic gene expression in surviving fibroblasts, but this hypothesis will require future investigation.

A potential limitation of this study is that the myeloid cell MR conditional knockout is not restricted to striated muscle and affects all myeloid lineage cells in the body. It is possible that changes in MR signaling from myeloid cells outside the muscle could affect the muscle microenvironment indirectly due to potential impacts on other organ systems. Further investigation of protein levels, localization, and function from additional gene expression changes identified in this study that are common or different between MCK-MRcko/*mdx* and LysM-MRcko/*mdx* may identify MR-regulated signals between myofiber, myeloid, and fibroblast cell types that regulate the dystrophic muscle microenvironment. MR-regulated genes leading to secreted proteins may also provide new biomarkers to monitor and optimize the clinical use of MRA treatment for DMD.

## Scope statement

We show for the first time that conditional knockout of mineralocorticoid receptors (MR) in myofibers and myeloid cells have contrasting effects on gene expression in the dystrophic skeletal muscle microenvironment. Inhibition of MR signaling with MR antagonists has previously shown clinical efficacy in Duchenne muscular dystrophy (DMD) cardiomyopathy and preclinical efficacy in skeletal muscle in DMD models. Myeloid MR knockout led to increases in myofibroblast gene expression, supporting MR-regulated crosstalk between inflammatory cells and fibroblasts. Surprisingly, *lysyl oxidase* (*Lox*), canonically a collagen crosslinker, was increased in both myofiber and myeloid MR knockouts, but did not localize to fibrotic regions of dystrophic skeletal muscle. Lox localized within myofibers, including only a region of quadriceps muscles. *Lysyl oxidase like 1* (*Loxl1*), another Lox family member, was increased only in myeloid MR knockout muscle and Loxl1 localized specifically to fibrotic regions, supporting Loxl1 as a new anti-fibrotic target in muscle. Both myofiber and myeloid MR knockout changed expression of genes involved in inflammation. Fibrosis and inflammation exacerbate pathology of muscular dystrophies, so defining signals between cell-types in the striated muscle microenvironment will ultimately be required for optimal therapeutic approaches for muscle diseases.

## Data Availability

The data presented in the study are deposited in the NCBI Gene Expression Omnibus repository, accession number GSE244569 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE244569) and summarized in the Supplementary Material.

# Supplementary material for: Cell-type specific effects of mineralocorticoid receptor gene expression suggest intercellular communication regulating fibrosis in skeletal muscle disease
**Source:** Front Physiol. 2024 Apr 26;15:1322729. doi: 10.3389/fphys.2024.1322729
**Supplement:** Supplementary file 1

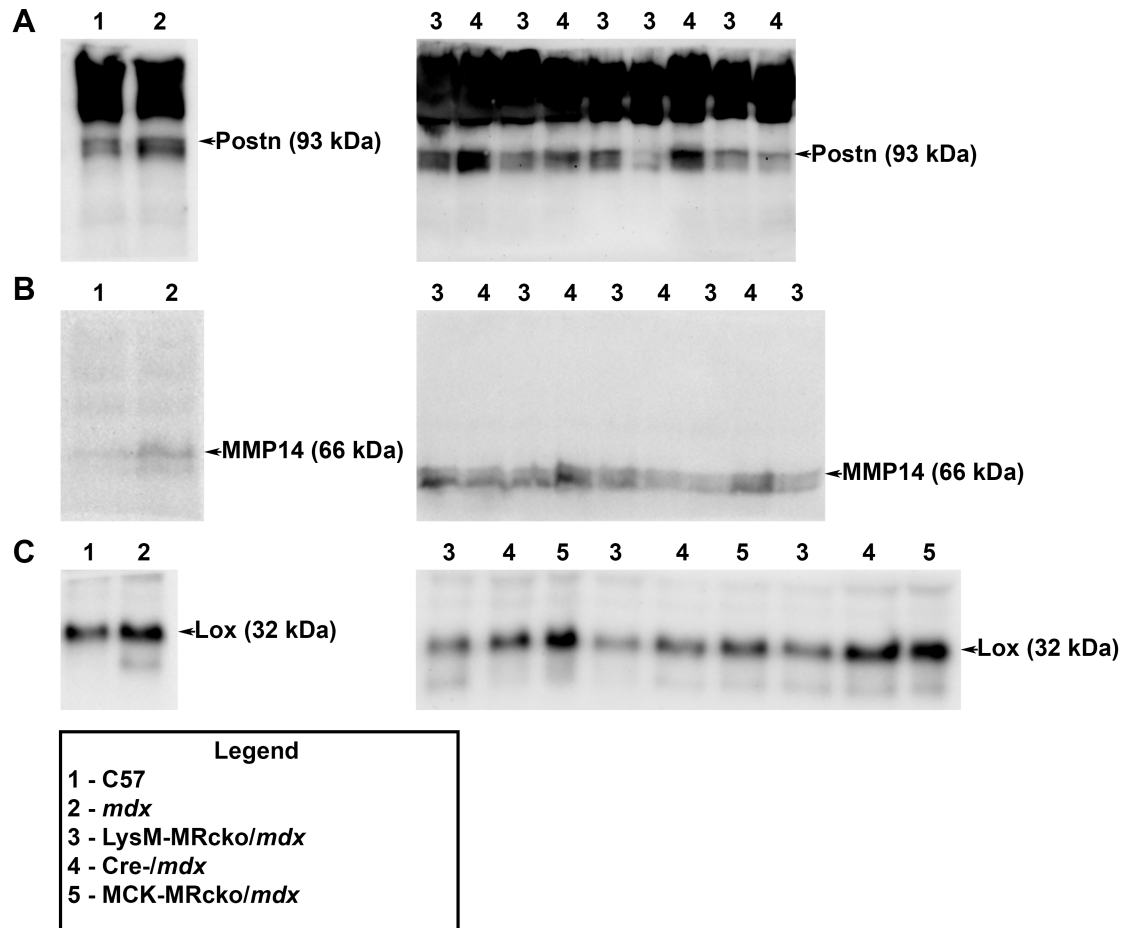

Supplemental Figure 2. Whole western blots containing all samples used to validate and test periostin, MMP14, and Lox. (A) Western blot for periostin (93 kDa) performed using 8-week-old C57 and *mdx* samples (**left**) and 8-week-old LysM-MRcko/*mdx* and Cre-/*mdx* samples (**right**). (B) Western blot for MMP14 (66 kDa) performed using 8-week-old C57 and *mdx* samples (**left**) and 8-week-old LysM-MRcko/*mdx* and Cre-/*mdx* samples (**right**). (C) Western blot for Lox (32 kDa) performed using 8-week-old C57 and *mdx* samples (**left**) and 8-week-old LysM-MRcko/*mdx*, Cre-/*mdx*, and MCK-MRcko/*mdx* samples (**right**).

# Supplementary material for: Cell-type specific effects of mineralocorticoid receptor gene expression suggest intercellular communication regulating fibrosis in skeletal muscle disease
**Source:** Front Physiol. 2024 Apr 26;15:1322729. doi: 10.3389/fphys.2024.1322729
**Supplement:** Supplementary file 2

**Supplemental Table 1.** Differentially expressed genes between 8-week-old LysM-MRcko/*mdx* and Cre-/*mdx* quadriceps muscles. Genes were functionally categorized using the Database for Annotation, Visualization, and Integrated Discovery (DAVID). Positive fold changes indicate that gene expression was increased in LysM-MRcko/*mdx* compared to Cre-/*mdx* controls and vice versa.

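The table gives 164 entries with a fold change, a p and a DAVID category. Of these, 128 could be matched to a transcript cluster with a single gene symbol, and all 128 had the direction the table gives. In the limma model 93 of the 128 were changed, 68 higher and 25 lower, and 35 were not. By category, 7 of 8 matched lysosome genes rose, among them Laptm5, a lysosomal membrane protein of leukocytes, by 1.51 on the log2 scale. Laptm5 lost its call without Cre-/mdx replicate 1 (1.30) or LysM-MRcko/mdx replicate 1 (1.25). All 8 matched cytoskeleton genes were changed, 7 of them higher, as were 2 of 4 matched genes of chemokine signaling. The genes were selected on these samples, so the counts are not independent evidence.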

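The table for MCK-MRcko/mdx gives 129 entries, of which 106 could be matched to a transcript cluster with a single gene symbol. Of these, 105 had the direction the table gives, and 75 were changed in the limma model, 52 higher and 23 lower. In the lysosome category all 5 matched genes were changed, 4 higher and 1 lower, and among them Ctsl, which encodes cathepsin L, rose by 1.13 on the log2 scale, or 0.92 without Cre-/mdx replicate 1, where it was not called. Of 10 matched transmembrane genes 7 rose and 1 fell, and of 7 matched cell cycle genes 2 rose and 2 fell. The study selected the genes on these samples.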

**Supplemental Table 2.** Differentially expressed genes between 8-week-old MCK-MRcko/*mdx* and Cre-/*mdx* quadriceps muscles. Genes were functionally categorized using the Database for Annotation, Visualization, and Integrated Discovery (DAVID). Positive fold changes indicate that gene expression was increased in MCK-MRcko/*mdx* compared to Cre-/*mdx* controls and vice versa.

# Supplementary material for: Cell-type specific effects of mineralocorticoid receptor gene expression suggest intercellular communication regulating fibrosis in skeletal muscle disease
**Source:** Front Physiol. 2024 Apr 26;15:1322729. doi: 10.3389/fphys.2024.1322729
**Supplement:** Supplementary file 3

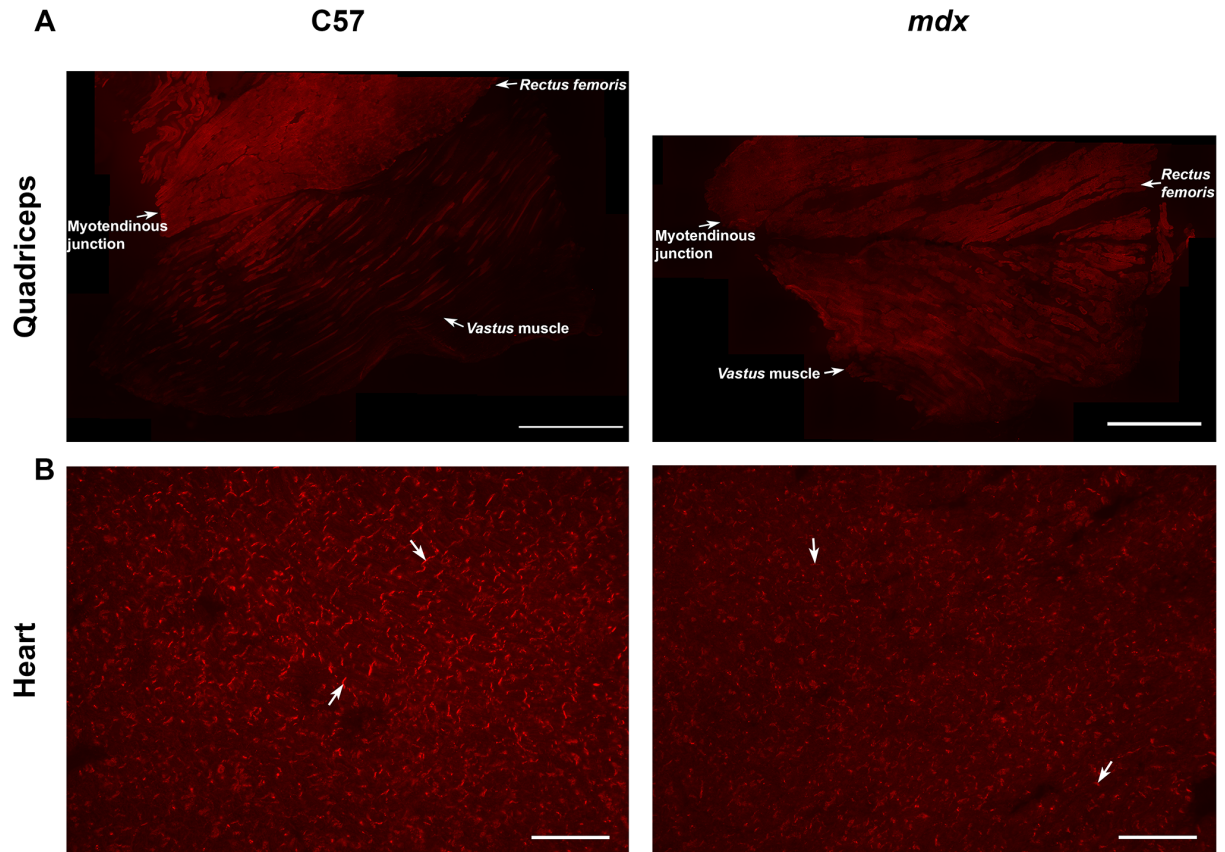

Supplemental Figure 1. Lox localizes uniformly throughout *rectus femoris* in longitudinal sections of quadriceps muscles and to intercalated discs in heart. (A) Immunofluorescence staining of Lox in longitudinal quadriceps sections from 8-week-old C57 wild-type and dystrophic *mdx* mice. Bar = 1 mm. The myotendinous junction and the *rectus femoris* and *vastus* heads of the quadriceps are labeled with white arrows and text. (B) Immunofluorescence staining of Lox in cross sections of hearts from 8-week-old wild-type C57 and dystrophic *mdx* mice. Examples of intercalated discs are marked by white arrows. Bar = 100 μ m.

How the deposited data were processed for this re-analysis (not part of the article)

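Gene expression was measured in quadriceps of 9 mice aged 8 weeks, 3 Cre-/mdx, 3 LysM-MRcko/mdx and 3 MCK-MRcko/mdx, with 1 Clariom D array per mouse and no pooling. Both sexes are present in each group, but MCK-MRcko/mdx holds more females than males and the other groups more males than females. The values are log2 signals as deposited: the authors background-corrected, quantile-normalized and summarised the probes of each transcript cluster with the gene-level SST-RMA algorithm in Affymetrix Expression Console and made their comparisons in Transcriptome Analysis Console, whose versions the paper's text does not give. Control probe sets are not among the values. The file holds 65672 transcript clusters and 9 columns of values, of which 0 were left out. Gene symbols were taken from the probe table for the array. It gives 1 gene for 31070 clusters, several genes for 1467 and no gene for 33135, and 1786 older symbols were updated. Genes were named only from clusters with 1 symbol, and the cluster with the highest mean over all arrays stood for a gene with several clusters. No normalization, filter or pseudocount was added, and no coordinates are given, since the genome build behind the clusters is not stated. Depth has no meaning for arrays, and 3 arrays per group limit the precision. A value at the top of the scale cannot show a change.

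All tests were run in R 4.3.3 with limma 3.58.1. A linear model with 1 mean per group was fitted to all 9 arrays with lmFit, contrasts.fit and eBayes, without covariates, and the groups were compared in 3 contrasts: LysM-MRcko/mdx against Cre-/mdx, MCK-MRcko/mdx against Cre-/mdx, and LysM-MRcko/mdx against MCK-MRcko/mdx. A cluster counted as changed at a difference of at least 2-fold (1 on the log2 scale) and an unadjusted p under 0.05. Adjusted p-values follow Benjamini and Hochberg over all clusters, and over the list alone where the text says so. Exact permutation p-values for single genes are two-sided and come from all splits of 3 arrays against 3. The share of genes changed in both knockouts was set against 50 simulations with shared controls, no effect and noise drawn independently for each gene. The 44 gene lists were tested on 1 cluster per gene with limma's camera at a preset correlation of 0.01 and adjusted over the lists within a contrast. Lists chosen by the study on these samples are named as such. They are the genes of Table 1, those of Table 2 and the anti-inflammatory genes that it names. These lists are among the 44 and are included in the counts of lists called. Over-representation of gene ontology terms and DAVID clusters was not analysed here.

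The genes named in the text follow a fixed rule. It takes every gene that the paper names in its text, Table 1 or Table 2, Nr3c2, and in each contrast the 10 highest and 10 lowest changed clusters with 1 gene symbol whose groups do not overlap. From each gene list described, it takes the members with the largest changes. The values in the paper's tables had been seen before this rule was written, and genes outside it are marked in the text or come from the study's supplementary tables.

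The alternatives tried were a two-group fit on the 6 arrays of a contrast, a plain equal-variance test per cluster, Tukey biweight group averages (tuning constant 5, small constant 1e-04) with the p of that test, the replicate number as a block, sex as a covariate, quantile normalization, median centring, leaving out clusters below the median signal, eBayes with trend and robust options, array weights, 1 cluster per gene, leaving out each array in turn, and for the lists camera with an estimated correlation and fry. Biweight averages combined with the p of limma were added after the data had been seen. The code was tested on simulated data in which 200 clusters were changed by known amounts, and the labelled sex was checked against Xist and Y-linked genes.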

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

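The tests of technical explanations in this part were chosen only after the results were seen, whereas the counts over other splits of the arrays were planned.

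Markers of macrophages were higher in both knockouts, with medians above every control array in 3 of 3 mice each. A smaller share of myofiber RNA alone would raise the markers of other non-muscle cells alike. The endothelial markers instead had a median log2 fold change of -0.21 in LysM-MRcko/mdx and -0.59 in MCK-MRcko/mdx. In every knockout array they lay below the lowest macrophage median of its group. Since these markers fell, they are no unchanged reference, and a smaller share as part of the cause stays open. In LysM-MRcko/mdx, activated fibroblasts and collagens and matrix had medians of 0.50 and 0.60. Resting fibroblasts and pericytes with smooth muscle had 0.00 and -0.09 there. After a further quantile normalization the macrophage medians were 1.15 and 0.56. The authors had already quantile-normalized the probes before summarising them, so this tests only differences in scaling that remained between the clusters after that step. Whether the muscles held more macrophages or each macrophage expressed more of these genes stays open. Either could be an effect of genotype or variation between mice. With medians of 1.13 and 0.65 against highest other splits of 0.77 and 0.43, the 10 splits of 6 arrays are too few for a share under 0.05.

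Oxidative phosphorylation genes were lower in both knockouts, with a median of -0.44 in LysM-MRcko/mdx (35 of 36 genes negative, adjusted p = 3.8e-09 in limma's camera, 0.44 with an estimated correlation) and -0.49 in MCK-MRcko/mdx (36 of 36, adjusted p = 1.2e-11 in camera, 0.39 estimated). Relative to their mean, the Cre-/mdx arrays lay at -0.42, 0.51 and -0.11, and the LysM-MRcko/mdx arrays at -0.34, -0.44 and -0.46. Most of the size may rest on Cre-/mdx replicate 2, without which the medians were -0.17 and -0.14, with an adjusted p of 0.0015 and 0.00023 in limma's camera. Sex as the whole cause is argued against in MCK-MRcko/mdx, where the median with sex in the model was -0.57, but LysM-MRcko/mdx holds the same sexes as Cre-/mdx, so there the term cannot move the median of -0.44 and decides nothing. An effect of the genotype, also one that depends on sex, and variation of a single mouse stay open, and replicate 2 is the only female control.

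Lyz2, an abundant gene of macrophages, was not higher in LysM-MRcko/mdx than in Cre-/mdx (-0.10), while the other 23 macrophage markers had a median of 1.13. Signal near the top of the scale is argued against, since the lowest MCK-MRcko/mdx array lay 0.33 above the highest LysM-MRcko/mdx array. A candidate explanation is the LysM-Cre allele, in which Cre is inserted in Lyz2, since Lyz2 lay -1.32 from the median of the other markers in LysM-MRcko/mdx against MCK-MRcko/mdx (-1.05 against 0.27, with Cd163 the lowest of the others at -0.44). The call of -1.05 was lost without MCK-MRcko/mdx replicate 1 (-0.94) or 3 (-0.96) and without LysM-MRcko/mdx replicate 2 (-0.90). A regulation of Lyz2 by MR in myeloid cells was not tested and stays open.

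The myofibroblast genes of Table 1 differed between the knockouts, with a median of 1.38 in LysM-MRcko/mdx minus MCK-MRcko/mdx. For Pnpla2, all LysM-MRcko/mdx arrays lay above and all MCK-MRcko/mdx arrays below every control array, and the knockouts differed by 2.83 (adjusted p = 0.421 in limma). Tuba4a did the same, with a difference of 1.39 (adjusted p = 0.421 in limma), but its lowest LysM-MRcko/mdx array, at 16.14, barely exceeded the highest control, at 16.11. The small RNA gene Gm22358 went the opposite way, with a difference of -1.49 (adjusted p = 0.551 in limma). Its highest LysM-MRcko/mdx array was at 13.95 against a lowest control of 14.03. Its lowest MCK-MRcko/mdx array was at 14.24 against a highest control of 14.20. These genes were picked by this pattern among genes already named for large differences, so the pattern is not evidence of opposite effects. Among lists that the paper does not discuss, endothelial markers had a median of -0.59 in MCK-MRcko/mdx. Markers of pericytes and smooth muscle had a median of -0.33 there, and in these lists all 3 MCK-MRcko/mdx arrays lay below every control array. The LysM-MRcko/mdx arrays did so too, with smaller medians of -0.21 and -0.09.

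For the comparisons of 3 arrays with 3, the 10 splits are too few for a share under 0.05. In LysM-MRcko/mdx against Cre-/mdx the real split changed 247 clusters and the highest other split 202, with 0 and 0 at an adjusted p under 0.05 in limma, where 4069 clusters had an unadjusted p under 0.05 and a plain equal-variance test gave 0. The Table 1 median was 1.40 against 0.91, and 25 lists were called against 22. In MCK-MRcko/mdx against Cre-/mdx these were 211 and 378 clusters, 0 and 1 at an adjusted p under 0.05 in limma (3640 at an unadjusted p under 0.05, and 0 in the plain test), and 20 and 21 lists. In LysM-MRcko/mdx against MCK-MRcko/mdx they were 282 and 366 clusters, 0 and 0 at an adjusted p under 0.05 in limma (4679 unadjusted, and 0 in the plain test), and 20 and 20 lists. For genes changed in both knockouts, 4 of 100 splits of the 9 arrays gave as many as the real 25, with a highest other of 46. This share is under 0.05 but close to it, only 100 of the 840 possible splits were drawn, and the number of shared genes was 6 without LysM-MRcko/mdx replicate 1 and 70 without Cre-/mdx replicate 3, so chance is not firmly excluded.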

How the results depend on the processing

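Of the settings in this part, only the Tukey biweight fold with the p of limma was chosen after the results were seen. No single gene reversed where it was changed: of 6633 values over 316 differences, 6084 kept their side of the thresholds, 455 lost the call and 94 gained it. For gene lists, 1366 of 1584 values kept their side, 167 lost the call, 47 gained it and 4 reversed. Both totals include genes and lists that were not called to begin with, so the shares kept overstate how stable the calls are. The plain equal-variance test, without moderation, changed 143 clusters in LysM-MRcko/mdx, 114 in MCK-MRcko/mdx and 11 genes in both. With 1 cluster per gene the 3 comparisons gave 151, 131 and 153 clusters, as fewer were tested, and 4 genes at an adjusted p under 0.05 in limma for LysM-MRcko/mdx against MCK-MRcko/mdx (Psmd14 -0.39, Gm7381 -0.37, A630089N07Rik -0.58 and Cmtr1 0.35). The two-group fit gave 1 there and 14 genes in both knockouts. Tukey biweight averages gave 118 clusters in MCK-MRcko/mdx and 8 genes in both. With the replicate block 229, 164 and 265 clusters were changed, and 17 genes in both. The replicate numbers do not pair the mice: of 9 same-number pairs, 3 had a correlation over 0.1. With an estimated correlation 0, 0 and 0 lists were called by limma's camera, against 25, 20 and 20 at the preset, and Table 1 (median 1.40) and the macrophage markers (1.13 and 0.65) were not. In fry 7, 6 and 2 lists were called, and not the macrophage markers in MCK-MRcko/mdx (0.65). The cause of these changes was not tested.

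Leaving out 1 array gave 135 (without LysM-MRcko/mdx replicate 1) to 560 clusters (without Cre-/mdx replicate 3) in LysM-MRcko/mdx, 155 (without MCK-MRcko/mdx replicate 3) to 555 (without MCK-MRcko/mdx replicate 2) in MCK-MRcko/mdx, 234 (without LysM-MRcko/mdx replicate 3) to 495 (without MCK-MRcko/mdx replicate 2) between the knockouts, and 6 (without LysM-MRcko/mdx replicate 1) to 70 genes (without Cre-/mdx replicate 3) in both. At an adjusted p under 0.05 in limma it gave 0 to 1 in MCK-MRcko/mdx and between the knockouts (1 without Cre-/mdx replicate 1, and between the knockouts also without MCK-MRcko/mdx replicate 3). The medians of Table 1 (1.00 to 1.52) and of the macrophage markers (0.89 to 1.33 and 0.55 to 0.80) kept their calls. A median reversed for ribosomal pseudogenes in LysM-MRcko/mdx (-0.04 without Cre-/mdx replicate 1, up to 0.42), for collagens and matrix (-0.16 without Cre-/mdx replicate 2, up to 0.22) and immediate early genes (-0.27 without MCK-MRcko/mdx replicate 1, up to 0.53) in MCK-MRcko/mdx, and for resting fibroblasts between the knockouts (0.11 without LysM-MRcko/mdx replicate 1, down to -0.30). The share of changed clusters that were higher moved with quantile normalization, from 70.6% to 53.7% in MCK-MRcko/mdx and from 47.5% to 70% between the knockouts, and with biweight averages from 62.3% to 48.6% in LysM-MRcko/mdx. Lists have no biweight or plain-test value. Signal at the top of the scale and 3 arrays per group limit these results. In simulated data a log2 change of 1.5 passed the filter in 97% to 100% of clusters and an adjusted p under 0.05 in 80% to 87%. There, 95, 121 and 125 unchanged clusters also passed the filter, against 247, 211 and 282 changed in the data. The simulation drew noise independently for each cluster and changed clusters picked at random. In the data the median standard error over all clusters was 0.13, against 0.53 for Tnc in LysM-MRcko/mdx minus Cre-/mdx. The simulated shares therefore do not give the power or the number of false calls in these data. Sex as a covariate cannot move LysM-MRcko/mdx minus Cre-/mdx, since both groups hold 2 males and 1 female. MCK-MRcko/mdx holds 1 male and 2 females, so sex is unbalanced in its comparisons. With sex in the model, 183 clusters were changed in MCK-MRcko/mdx against Cre-/mdx (113 higher, 70 lower), 138 of them among the 211. Between the knockouts 273 were changed, 208 of them among the 282.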

Differences from the paper's values

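All settings in this part were planned except the Tukey biweight fold with the p of limma, chosen after the values were seen. Of 60 fold changes and 8 counts that the paper states and that were also computed here, 1 of each differed by more than 1.5 times. Counts within that limit still lay apart, such as 125 annotated clusters that rose in LysM-MRcko/mdx here and 96 as the paper's count, 152 that changed in MCK-MRcko/mdx here and 129 as the paper's count, and 25 genes changed in both knockouts here and 17 as the paper's count.

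Tnc was 8.86-fold higher in LysM-MRcko/mdx than in Cre-/mdx, and the paper's reported value is 5.5. Of the alternatives set before the data were examined, Tukey biweight group averages gave 5.5, and leaving out Cre-/mdx replicate 2 (6.51) or LysM-MRcko/mdx replicate 1 (6.42) brought the fold change of Tnc within 1.5 times the paper's value. The two-group fit, the plain equal-variance test, the replicate block, sex as a covariate, quantile normalization, median centring, leaving out dim clusters, eBayes with trend and robust options, array weights, 1 cluster per gene and leaving out any other array did not. The biweight fold with the p of limma, chosen after the values were seen, also gave 5.5. It drops 2 of the 128 matched genes of Supplementary Table S1, where the limma model with group means drops 35.

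Annotated clusters that fell in LysM-MRcko/mdx numbered 37 here and 68 as the paper's count of decreased genes, for which the paper's text states no p threshold, while its note to Table 1 names a 2-fold limit. Of the alternatives set before the data were examined, Tukey biweight group averages (46), leaving out Cre-/mdx replicate 2 (47) and leaving out LysM-MRcko/mdx replicate 2 (68) came within 1.5 times, and the other settings named for Tnc and the other single arrays did not. The biweight fold with the p of limma, chosen after the values were seen, gave 69 and drops the same 2 genes of Supplementary Table S1.

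For the genes changed in both knockouts, the biweight fold with the p of limma gave 17, a setting chosen after the values were seen that drops 1 of the 106 matched genes of Supplementary Table S2, and the replicate block, leaving out MCK-MRcko/mdx replicate 2 and leaving out MCK-MRcko/mdx replicate 3 each gave 17 too. Several genes that the paper calls did not reach the 2-fold limit here. Adgrf5, which the paper gives as reduced in both knockouts, was -0.87 on the log2 scale in LysM-MRcko/mdx, and was called with the biweight fold and the p of limma (-1.27) and without Cre-/mdx replicate 3 (-1.28). Lox, increased in both knockouts in the paper, was 0.88 and 0.92, and was called with biweight averages (1.12 and 1.29), without Cre-/mdx replicate 1 (1.13 and 1.17) and in MCK-MRcko/mdx without MCK-MRcko/mdx replicate 2 (1.06). S100a6 was 0.77 and 0.70, and was called with the biweight fold and the p of limma (fold changes of 2.03 and 2.15) and in LysM-MRcko/mdx without Cre-/mdx replicate 3 (1.01). In LysM-MRcko/mdx, Pf4 was 0.90 and was called with biweight averages (2.15-fold) and without LysM-MRcko/mdx replicate 2 (1.12), and Cd84 was 0.94 and was called with the biweight fold and the p of limma (1.04) and without Cre-/mdx replicate 2 (1.28) or LysM-MRcko/mdx replicate 2 (1.19). Dap was 0.95 between the knockouts and was called with biweight averages (1.08), quantile normalization (1.01) and without MCK-MRcko/mdx replicate 2 (1.11) or LysM-MRcko/mdx replicate 2 (1.04).

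Of the 164 and 129 entries in Supplementary Tables S1 and S2, 128 and 106 were matched, and 93 and 75 of these were changed here, against 126 and 105 with the biweight fold and the p of limma, chosen after the values were seen. The biweight fold lay within 0.06 of the paper's fold for 121 and 100 of them, and the fold of group means for 23 and 17. The p of limma lay within 0.001 of the paper's p for 124 and 105, and that of the plain test for 2 and 5. The paper's values thus lie closest to biweight averages with the p of limma among those compared, though its text names neither. In direction, 128 of 128 and 105 of 106 went the way of the paper. The exception was Mir3079, at a fold change of 1.03 in MCK-MRcko/mdx where the paper's value is -2.8. Beyond 1.5 times the paper's value or below it lay Gpnmb in LysM-MRcko/mdx, 3.2-fold here and 5 as the paper's value, and Nr1d1 in MCK-MRcko/mdx, with a fold change of -3.53 here and -5.4 as the paper's value. On the log2 scale Gpnmb, 1.68, came within 1.5 times with biweight averages (2.34) and without Cre-/mdx replicate 2 (2.36) or LysM-MRcko/mdx replicate 2 (1.87). Nr1d1, -1.82, came within it with biweight averages (-2.45), quantile normalization (-1.89) and without Cre-/mdx replicate 1 (-1.87) or 3 (-2.04) or MCK-MRcko/mdx replicate 2 (-2.63). In Table 1 the paper marks Fn1 and Sulf2 as short of 2-fold against Cre-/mdx, where they rose by 1.60 and 1.05 here, but not with biweight averages (0.73 and 0.89), without Cre-/mdx replicate 2 (1.00 and 0.91) or LysM-MRcko/mdx replicate 3 (1.33 and 0.88), nor, for Fn1, in the plain test or after quantile normalization (1.41). The biweight fold with the p of limma, chosen after the values were seen, gave the same values as biweight averages for these genes and drops 2 of the 128 and 1 of the 106 matched genes. The paper states that genes of inflammation and fibrosis were reduced in the myofiber knockout compared to Cre-/mdx. There, the collagens and matrix had a median log2 fold change of 0.06, the myofibroblast genes of Table 1 -0.02, the proinflammatory genes 0.04 and the macrophage markers 0.65. The interferon genes went the way of the paper, with a median of -0.17, 15 of 19 negative and an adjusted p of 0.019 in limma's camera (0.69 with an estimated correlation, and not called without Cre-/mdx replicate 2, at -0.04, or MCK-MRcko/mdx replicate 1, at -0.19, or 2, at -0.08), and Hspg2 and Bst2 fell, though not without MCK-MRcko/mdx replicate 2 (-1.21 and -1.59) or 3 (-1.21 and -2.42) or several other single arrays. Leaving out Cre-/mdx replicate 2 gave the collagens and matrix a median of -0.16 and the Table 1 genes -0.35, both called lower in limma's camera (adjusted p = 0.022 and 0.0016), and the proinflammatory genes 0.30, called higher (adjusted p = 0.031).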

Other observations

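The tests in this part were planned, and Cox6a1 was singled out after its values were seen. Part of the gene lists was written with the study's supplementary tables already read, so these lists are not fully independent of the data. Genes of regenerating muscle shifted in LysM-MRcko/mdx quadriceps: 4 of 19 rose, with a median log2 fold change of 0.54 compared to Cre-/mdx. Besides Mymk these included Myh3, the embryonic myosin heavy chain, which rose by 1.84, and Tnnt2, the cardiac troponin T of immature fibers, which rose by 1.71. Without LysM-MRcko/mdx replicate 1 the median was 0.23 and both genes were lower, at 1.09 and 1.07, while Myh3 lost its call without Cre-/mdx replicate 2 (1.60) and Tnnt2 without Cre-/mdx replicate 1 (1.57). Of 12 tubulins 5 rose, with a median of 0.72, including Tubb6 (1.56) and Tuba1a (1.32), whose calls were lost without LysM-MRcko/mdx replicate 1 (0.99 and 0.94). The adjusted p in limma's camera was 1.1e-05 for regenerating muscle and 5.2e-06 for tubulins, and 0.42 and 0.33 with an estimated correlation. In MCK-MRcko/mdx the 2 lists had medians of -0.11 and 0.17. Cox6a1, a subunit of cytochrome c oxidase, rose by 1.03 in LysM-MRcko/mdx against the trend of its list, and lost its call without Cre-/mdx replicate 2 (0.85) or LysM-MRcko/mdx replicate 1 (0.88).

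In MCK-MRcko/mdx, 22 genes of fatty acid oxidation had a median of -0.77, with 2 lower and 0 higher in limma. In LysM-MRcko/mdx their median was -0.50, with 19 negative, and was called too (adjusted p = 0.00027 in limma's camera, 0.54 with an estimated correlation). Acacb, an acetyl-CoA carboxylase of the mitochondrial membrane, fell by 1.07 in MCK-MRcko/mdx and lost its call without Cre-/mdx replicate 1 (-0.91) or 2 (-0.88) or MCK-MRcko/mdx replicate 3 (-0.96). It is a carboxylase and not an enzyme of the oxidation itself, so its fall does not show less oxidation. Without Cre-/mdx replicate 2 the median of the list in MCK-MRcko/mdx was -0.29. The 14 adipocyte markers measured had a median of -0.49, with 12 negative, and were not called (adjusted p = 0.06 in limma's camera, 0.77 with an estimated correlation). They were called with sex in the model (-0.77) and without Cre-/mdx replicate 3 (-1.03) or MCK-MRcko/mdx replicate 2 (-0.67), and had a median of 0.09 without Cre-/mdx replicate 2. Relative to the Cre-/mdx mean, that array lay at 1.04 for adipocyte markers and at 0.90 for fatty acid oxidation, and whether fat in the samples moved the second list was not tested. Of 28 replication-dependent histone genes 2 rose, H2ac14 and H2ac10 (1.87), with a median of 0.46. Of 210 ribosomal pseudogenes 15 rose, with a median of 0.45, or 0.16 without Cre-/mdx replicate 1 and 0.29 without MCK-MRcko/mdx replicate 3. The adjusted p in limma's camera was 1.5e-09, 5.3e-08 and 2e-18 for fatty acid oxidation, histones and pseudogenes, and 0.36, 0.36 and 0.54 with an estimated correlation. In LysM-MRcko/mdx histones and pseudogenes had medians of 0.24 and 0.26 and were called too (adjusted p = 0.00084 and 5.4e-07 in camera, 0.54 and 0.65 estimated). Ribosomal proteins had a median of 0.32 in MCK-MRcko/mdx. Whether the pseudogene clusters also read those genes was not tested. Among the 14 markers of pericytes and smooth muscle, all with a negative difference, Rgs5 fell by 1.02 and lost its call without any array but MCK-MRcko/mdx replicate 3, at -0.62 to -1.11, and the median of the list was -0.21 without MCK-MRcko/mdx replicate 2. The adjusted p in limma's camera was 3.2e-06 for that list, 0.17 with an estimated correlation and 0.034 in fry. Genes of fast fibers had a median of 0.00 in both knockouts, but some of them, such as Myh4, are at the top of the scale.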
